# Truncation of mutant huntingtin in knock-in mice demonstrates exon1 huntingtin is a key pathogenic form

**DOI:** 10.1038/s41467-020-16318-1

**Published:** 2020-05-22

**Authors:** Huiming Yang, Su Yang, Liang Jing, Luoxiu Huang, Luxiao Chen, Xianxian Zhao, Weili Yang, Yongcheng Pan, Peng Yin, Zhaohui S Qin, Shihua Li, Xiao-Jiang Li

**Keywords:** Huntington's disease, Molecular neuroscience

## Abstract

Polyglutamine expansion in proteins can cause selective neurodegeneration, although the mechanisms are not fully understood. In Huntington’s disease (HD), proteolytic processing generates toxic N-terminal huntingtin (HTT) fragments that preferentially kill striatal neurons. Here, using CRISPR/Cas9 to truncate full-length mutant HTT in HD140Q knock-in (KI) mice, we show that exon 1 HTT is stably present in the brain, regardless of truncation sites in full-length HTT. This N-terminal HTT leads to similar HD-like phenotypes and age-dependent HTT accumulation in the striatum in different KI mice. We find that exon 1 HTT is constantly generated but its selective accumulation in the striatum is associated with the age-dependent expression of striatum-enriched HspBP1, a chaperone inhibitory protein. Our findings suggest that tissue-specific chaperone function contributes to the selective neuropathology in HD, and highlight the therapeutic potential in blocking generation of exon 1 HTT.

## Abstract (web summary)

The mechanisms by which mutant Huntington protein Htt leads to selective neurodegeneration are not fully understood. Here, using gene editing in HD140Q knock-in mice, the authors show that exon1 Htt is a critical pathological form of the protein.

## Introduction

Expanded polyglutamine (polyQ) repeats in different proteins cause Huntington’s disease (HD) and at least eight other neurodegenerative diseases^1^. Although these disease proteins are widely expressed and differ in their structures and functions, the polyQ diseases share a common feature, which is age-dependent neurodegeneration in distinct brain regions^1^. In HD, the expanded polyQ domain (>37Q) in huntingtin (HTT) is encoded by the CAG repeats in exon 1 of the *HTT* gene and causes neurodegeneration that preferentially occurs in the striatum^2–4^. It remains unclear how polyQ expansion can result in selective neurodegeneration in each polyQ disease.

Strong evidence has shown that expanded polyQ causes proteins, especially cleaved protein fragments, to misfold and abnormally accumulate in the nucleus and nerve terminals^1,3,5^. In HD knock-in mice that endogenously express polyQ-expanded HTT, the nuclear accumulation and aggregation of mutant HTT preferentially occur in striatal neurons in brain^6–11^, which is consistent with the most severe vulnerability of striatal neurons in the brains of HD patients. Biochemical studies provide further evidence that polyQ expansion causes N-terminal fragments of HTT to misfold and abnormally interact with a large number of proteins, leading to impairment of multiple cellular functions^2,3,12^. Consistently, the presence of various N-terminal fragments containing the expanded polyQ repeat is evident in the HD mouse brain that expresses full-length mutant HTT endogenously^13–16^. In support of the idea that N-terminal HTT fragments are toxic, transgenic mice expressing mutant exon 1 HTT and other small mutant N-terminal HTT fragments show much more severe and progressive phenotypes than mice expressing full-length mutant HTT^17,18^.

As generation of various mutant N-terminal HTT in the brain is due to proteolysis of full-length HTT, considerable efforts have been devoted to identifying the critical cleavage sites in HTT that are responsible for neuropathology^19^. Despite extensive studies, it remains unknown which proteolytic cleavage site(s) are essential for producing toxic N-terminal HTT fragments. Moreover, aberrant exon 1–intron RNA in the HD brain was found to generate exon 1 HTT^20^, further complicating the mechanism for generating toxic N-terminal HTT fragments. As targeting the *HTT* gene to lower its expression is a promising way to treat HD, understanding the nature of the pathological form of mutant HTT is imperative for determining the targeting site in the *HTT* gene.

Identifying the critical pathological form of mutant HTT needs rigorous investigation of mutant HTT that is expressed at the endogenous level. This is because HTT toxicity is largely dependent on the polyQ length and the expression level of mutant HTT. Overexpression of mutant HTT would confound the neuropathology and phenotypes. To this end, we used CRISPR/Cas9 to target the *HTT* gene at different sites in HD140Q knock-in mice, which could yield truncated N-terminal HTT fragments that carry the same polyQ repeat number and are expressed at the endogenous level. The newly generated HD KI mice, which express different N-terminal HTT fragments, allowed for rigorous comparison of the phenotypes and neuropathology caused by different forms of mutant HTT. Our findings revealed that an N-terminal mutant HTT fragment equivalent to exon 1 HTT is constantly generated, stable, and responsible for the nuclear HTT accumulation and aggregation in the striatum. Moreover, we found that HspBP1, an inhibitor of Hsp70 and co-chaperone CHIP, is abundantly expressed in the striatum in an age-dependent manner. Inhibiting HspBP1 in the striatum can efficiently reduce the nuclear accumulation and aggregation of mutant HTT in the striatum of HD KI mice. Given that considerable attention has been devoted to posttranslational modifications of multiple sites in the non-exon 1 regions of *HTT*, our findings suggest that gene therapeutics and drug treatment of HD should focus on the elimination of exon 1 HTT, a key pathological form of HTT that has a critical role in the selective neurodegeneration in HD.

## Results

### Deletion of exon 1 *HTT* is not deleterious to mouse

To generate new HD KI mice that express different N-terminal mutant HTT fragments at the endogenous level, we used CRISPR/Cas9 to target the *HTT* gene in HD140Q knock-in mice. Guide RNAs (gRNAs) were designed to disrupt the *HTT* gene at different sites, which would result in the expression of truncated HTT (Fig. 1a). These gRNAs were co-injected with Cas9 into fertilized mouse embryos from wild mice (WT) or HD140Q KI mice. Transfer of these embryos into female recipient mice led to newborn founders (F0). These F0 mice were then mated with WT mice to produce F1 and F2 generations. Genotyping of F1 or F2 newborn mice and sequencing of the targeted regions of the *HTT* gene confirmed indel mutations that caused frame-shifts and generated truncated HTT (Supplementary Fig. 1). However, we were unable to identify any homozygous newborn mice that carry truncated HTT mutations at exon 2, 13, or 31 (Fig. 1b). These results indicate that truncated HTT is unable to support early embryonic development.

**Fig. 1:**
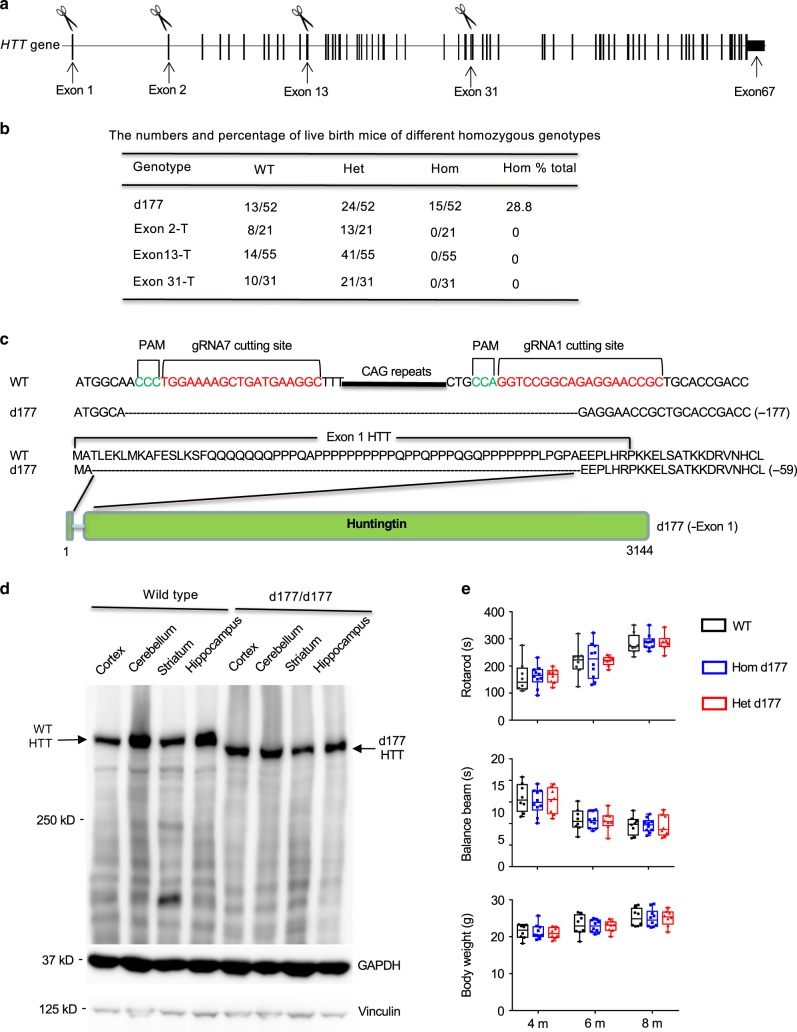
CRISPR/Cas9 targeting endogenous *HTT* at different sites in mice. **a** Different *HTT* exons were targeted by CRISPR/Cas9 to generate truncated HTT. **b** The summary showing the survival rates of homozygous mice with exon 1 deletion (d177) or HTT truncations at different exons (Exon 2-T, 13-T, and 31-T). WT wild type, Het heterozygous, Hom homozygous. **c** Sequencing analysis confirmed that d177 mutant mice have 177 nucleotides deletion in exon 1, resulting in deletion of N-terminal 59 amino acids without changing other amino acid sequences in the mouse HTT. **d** Western blotting analysis of d177 mouse brains showing that the d177 HTT (-exon 1) is smaller than full-length mouse HTT (WT HTT). The blots were probed by the antibody MAB2166. More than three times of experiments were performed. **e** The growth and motor functions of heterozygous (Het) or homozygous (Hom) d177 and wild-type (WT) littermate mice. Data are presented as minimum to maximum showing all points. A *p*-value < 0.05 is considered as significance, and two-way ANOVA followed by Tukey’s multiple comparison tests was used for analysis (mice numbers: *n* = 8 for WT, *n* = 10 for Hom d177, *n* = 8 for Het d177. Rotarod, *F* = 0.07562, *p* = 0.9272; balance beam, *F* = 0.1509, *p* = 0.8602; body weight, *F* = 0.106, *p* = 0.8996). Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

A mutation that eliminates 177 nucleotides (d177) encoding 59 amino acids including the polyQ and polyproline (polyP) domains without frameshift was able to reach homozygosity (Fig. 1c). Genotyping showed that this mutation reduces exon 1 *HTT* DNA size (Supplementary Fig. 2a), confirming the in-frame deletion in exon 1 *HTT*. RT-PCR using primers for exon 1 and 2 *HTT* showed that the mutations did not affect the expression level of mutant exon 1 *HTT* mRNA (Supplementary Fig. 2b). Western blotting of the homozygous d177 mice verified that HTT with exon 1 deletion was smaller than full-length HTT but was expressed at the same level and in the same distribution pattern as full-length HTT (Fig. 1d). Characterization of homozygous d177 mice revealed that they were indistinguishable from WT mice in development and motor function (Fig. 1e). Taken together, these results suggest that the truncated N-terminal HTT proteins are unable to support early embryonic development, but removing the majority of amino acids encoded by exon 1 can still retain the critical function of HTT.

### Generation of HD KI mice expressing N-terminal mutant HTT

The above described new HD KI mouse models indicate that while exon 1 is not essential for early development, it may cause a gain of toxicity if carrying an expanded CAG repeats. To analyze the toxicity of truncated mutant HTT, we focused on the heterozygous KI mice that could survive but express truncated HTT proteins containing the expanded polyQ repeats. We were able to obtain KI mice with CRISPR/Cas9-mediated truncations at exon 2 and exon 13 in the mutant allele (Supplementary Fig.  3). We found that these mutations did not affect mRNA expression of the truncated *HTT* (Supplementary Fig. 4) and resulted in truncated HTT consisting of the first 96 (KI-96) or 571 (KI-571) amino acids with an expanded polyQ (140Q) repeat (Fig. 2a). The newly generated KI mice carrying these mutations were named KI-96 and KI-571 mice for further studies.

**Fig. 2:**
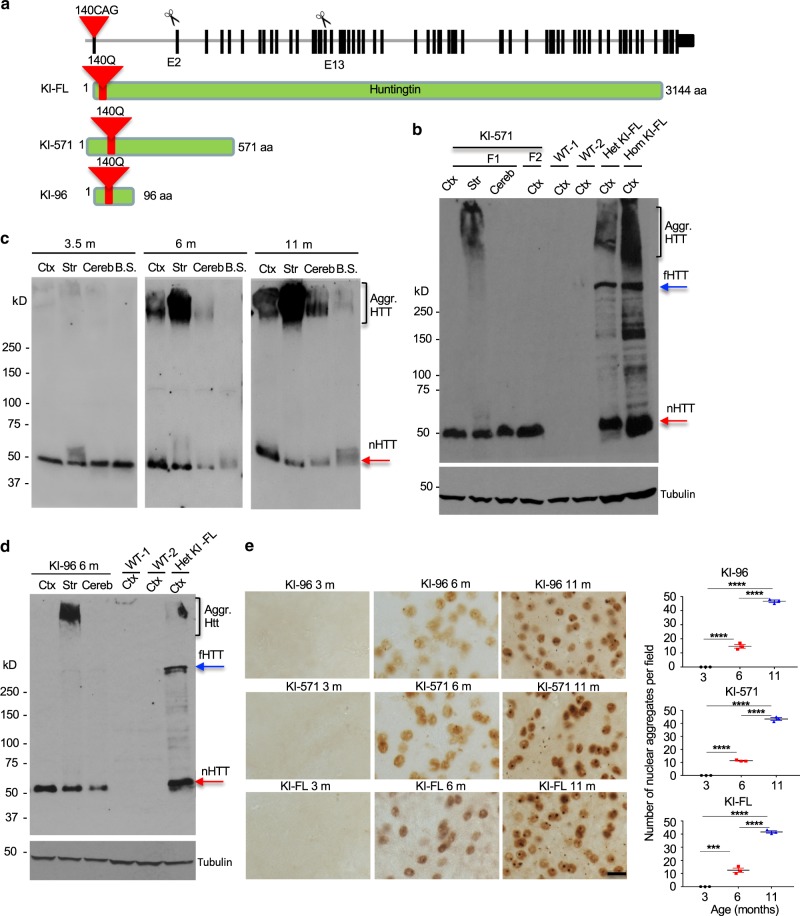
Generation of HD KI mice expressing different N-terminal HTT fragments. **a** Generation of new HD KI mouse models by truncating exon 2 and exon 13 of the mouse *HTT* gene in HD140Q KI (KI-FL) mice via CRISPR/Cas9, resulting in the expression of truncated mutant HTT containing the first 96 and 571 amino acids in KI-96 and KI-571 mice, respectively, with an additional 140Q repeat. **b** mEM48 western blotting showing the specific expression of mutant HTT in KI-571 mouse brains. This N-terminal mutant HTT (nHTT) is at the same size as the smallest mutant HTT in KI-FL mouse brain and forms aggregated HTT in the striatum. **c** mEM48 western blotting revealing an age-dependent aggregation of mutant HTT in KI-571 mouse brain. **d** mEM48 western blotting showing the specific expression of mutant HTT in KI-96 mice, which also has the same size as the smallest mutant HTT in KI-FL mouse brain and preferentially forms aggregated HTT in the striatum. More than three times of experiments were performed independently for **b**–**d**. In **a**–**d**, Ctx cortex, Str striatum, Cereb cerebellum. F1 F1 generation, F2 F2 generation. Aggr. HTT aggregated HTT, nHTT n-terminal HTT, fHTT full-length HTT. **e** mEM48 immunostaining showing an age-dependent accumulation of mutant HTT in the striatum in KI-96, KI-571, and KI-FL mice. Scale bar: 10 μm. Quantification of immunostaining results in Fig. 2e were obtained by counting six images per brain region per mouse (*n* = 3 mice per genotype, ***p < 0.001, ****p < 0.0001, one-way ANOVA followed by Tukey’s multiple comparison tests, KI-FL, *F* = 408.1, *p* < 0.0001; KI-571, *F* = 1195, *p* < 0.0001; KI-96, *F* = 720.8, *p* < 0.0001). Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

To characterize the expression of N-terminal HTT at the protein level in the new KI mice, we tried a panel of antibodies to HTT and found that only mouse EM48 (mEM48), which was previously generated by us and reacts with the VA residues after the polyP domain^21^, could detect mutant HTT in the new KI mice (Supplementary Fig. 5). However, compared with HD140Q knock-in (KI-FL) mouse brain in which full-length mutant HTT was expressed and a series of N-terminal fragments were visible, only one HTT fragment around 50 kD was seen in the brain of KI-571 mice. It is likely that this N-terminal HTT fragment is stable in KI mice and possesses a unique conformation that can be readily recognized by mEM48. In support of this idea, immunohistochemical staining of the striatum of KI-571 and KI-FL mice with different antibodies (1C2 and mEM48) showed the comparable levels of 1C2 and mEM48 immunoreactive nuclear HTT and aggregates (Supplementary Fig. 6). It has been well documented that small N-terminal HTT fragments are able to accumulate in the nucleus to form aggregates^22,23^. Thus, the ~50 kD band seen on the western blots is likely present in both KI-571 and KI-FL mouse striatum to accumulate in the nucleus but its unique conformation only allows mEM48 to detect it via western blotting. The size of this HTT fragment is similar to exon 1 HTT that was found in the brains of different HD mice after immunoprecipitation of mutant HTT^14,20^. Furthermore, aggregated HTT in the stacking gel was initially seen in the striatal tissues, but not in the cortex and cerebellum, of KI-571 mouse, indicating the preferential HTT aggregation in the striatum (Fig. 2b).

Using brain tissues from KI-571 mice at different ages, we found that mutant HTT was aggregated in an age-dependent manner. In KI-571 mice at 6 months of age, aggregated HTT was predominantly seen in the striatum (Fig. 2c). When KI-571 mice became old (11 months), other brain regions (cortex and cerebellum) also showed aggregated HTT, though the striatum contained much more abundant aggregated HTT.

We also obtained KI-96 mice in which N-terminal HTT fragment equivalent to exon 1 HTT was generated. Western blotting of their brain tissues revealed the same expression pattern as KI-571 mice: the striatum showed aggregated HTT and an HTT fragment in the same size as the smallest HTT fragment in the KI-FL mouse brain (Fig. 2d). We also saw that mutant HTT in the striatum in different KI mice accumulated in the neuronal nuclei to the same extent and in an age-dependent manner (Fig. 2e). Thus, all KI mice, regardless of the expression of full-length or truncated N-terminal HTT fragments, have a stable N-terminal HTT fragment that becomes aggregated preferentially in the striatum.

### Preferential nuclear accumulation of exon 1 like HTT in the striatum

Generation of HD mice expressing full-length mutant HTT via either knock-in or transgenic approaches leads to an important finding that mutant HTT preferentially accumulates in the striatum at the early disease stage^6–11^. Although such selectivity in HTT accumulation remarkably mirrors the preferential loss of striatal neuronal cells in the brains of HD patients^2–4^, it remains unknown which N-terminal HTT fragment is able to preferentially accumulate in the striatum. The western blotting results also show that mutant HTT in KI-571 and KI-96 mice is equivalent in size to exon 1 HTT and is able to preferentially accumulate in the striatum (Fig. 2b–e). Comparison of the distribution of mutant HTT in these different KI mouse brains revealed the similar age-dependent and selective accumulation of mutant HTT in neuronal nuclei in the striatum (Fig. 3a, Supplementary Fig. 7). Quantification of nuclear HTT staining also indicates that mutant HTT is selectively accumulated in the striatum in all KI mice examined (Fig. 3b). Given that the stable N-terminal HTT in all KI mice has similar polyQ repeats and the protein size is comparable to exon 1 HTT in R6/2 mice, we concluded that exon 1 HTT or its equivalent product is stable and can preferentially accumulate in the striatum in all HD KI mice generated in our study.

**Fig. 3:**
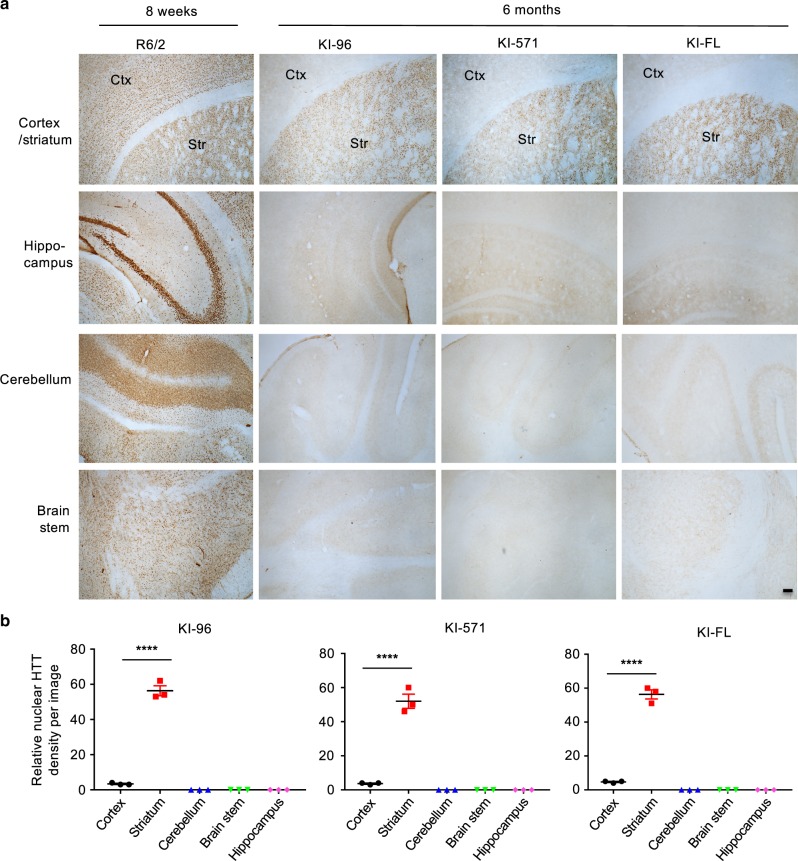
Preferential accumulation and aggregation of mutant HTT in the striatum of different KI mice. **a** Comparison of mEM48 staining of various brain regions in R6/2 and KI (KI-96, KI-571, KI-FL) mice showing the preferential accumulation of mutant HTT in the striatum of KI mice. The micrographs (5×) from the striatum (Str), cortex (Ctx), hippocampus, cerebellum, and brain stem are presented. Scale bar: 100 μm. **b** Quantitative analysis of density of mEM48 labeled nuclei in different brain regions in KI mice. The data were obtained by counting six images per brain region per mouse (*n* = 3 mice per genotype, ****p < 0.0001, one-way ANOVA followed by Tukey’s multiple comparison tests, KI-FL, *F* = 405.5, *p* < 0.0001; KI-571, *F* = 150.3, *p* < 0.0001; KI-96, *F* = 375.9, *p* < 0.0001). Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

However, transgenic exon 1 HTT in R6/2 mice is broadly expressed in different brain regions^22^. It is possible that overexpression of mutant exon 1 HTT under an exogenous promoter may lose the selectivity for mutant exon 1 HTT to accumulate in the striatum. Indeed, R6/2 mice express much more abundant HTT aggregates at 8 weeks of age when compared with different KI mice at 6 months of age (Fig. 4a, b). Using PCR to amplify the *HTT* DNA containing the CAG repeat, we confirmed that the size of the CAG repeats is similar in R6/2 and all KI mice (Fig. 4c), suggesting that difference in the abundance of HTT aggregates in these HD mice is not due to the repeat length difference but is related to the expression level of mutant HTT. Consistently, western blotting showed that the size of transgenic exon 1 HTT in R6/2 mouse was similar to that of the stable HTT fragments in all KI mouse striatum and that the transgenic HTT was at the higher level and formed much more aggregated HTT in the striatum (Fig. 4d). RT-PCR indeed revealed that the exon 1 *HTT* mRNA level was more abundant in R6/2 mouse striatum than in KI mouse striatum (Fig. 4e, f). Quantification of the ratio of HTT mRNA to actin mRNA verified the higher level of mutant exon 1 *HTT* in R6/2 mouse striatum than in KI mouse striatum (Fig. 4g), which was also confirmed by quantitative RT-PCR (qPCR) (Fig. 4h). Thus, R6/2 mice express a much higher level of exon 1 *HTT* so that they show very severe and progressive phenotypes^22^.

**Fig. 4:**
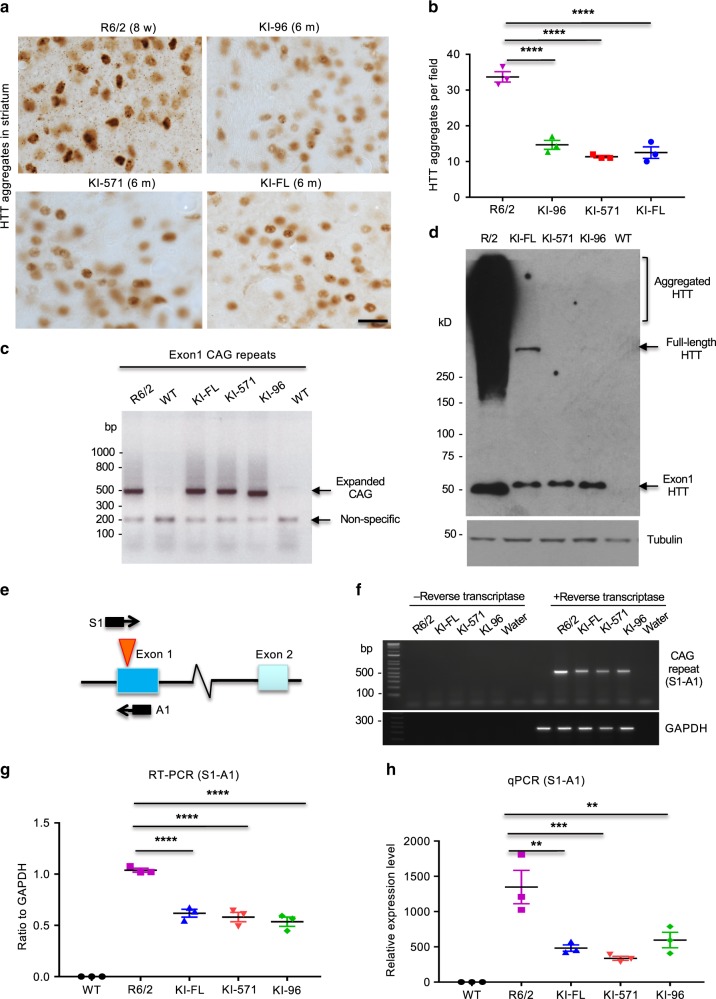
Comparison of the expression levels of mutant HTT in HD KI mouse striatum. **a** Immunostaining of the mouse striatum with mEM48 showing that R6/2 mice have much more abundant nuclear HTT staining than KI-96, KI-571, and KI-FL mice. Scale bar: 20 μm. **b** Quantitative analysis of the density of nuclear HTT aggregates in the striatum of R6/2 and different KI mice. The data were generated by mean value of counting six images each mouse (*n* = 3 mice per genotype, ****p < 0.0001, one-way ANOVA followed by Tukey’s multiple comparison tests, *F* = 69.11, *p* < 0.0001). Data are presented as mean values ± SEM. **c** PCR to amplify the CAG repeat showing R6/2 and all KI mice carry the similar CAG repeat numbers. WT wild type. **d** Western blotting using mEM48 revealing that R6/2 mouse striatum expresses more abundant soluble mutant HTT and aggregated HTT than KI mouse striatum. R6/2 mouse at 8 weeks and KI mice at 3.5 months of age were examined. More than three independent experiments were performed. **e** PCR primers used to detect mutant *HTT* transcripts in R6/2 and HD KI mouse brains. **f** RT-PCR revealing a much higher level of exon 1 *HTT* mRNAs in R6/2 mice than other KI mice. The negative controls are PCR results from mRNA samples without reverse transcriptase to rule out genomic DNA amplification products. **g** The ratios of *HTT* cDNA bands to the control gapdh band in **f**. Data are presented as mean values ± SEM and were obtained from three independent experiments each mouse (*n* = 3 mice per genotype, ****p < 0.0001, one-way ANOVA followed by Tukey’s multiple comparison tests, *F* = 114.9, adjusted *p* < 0.0001). **h** Quantitative RT-PCR using primers S1 and A1 also confirmed the significantly higher level of exon 1 *HTT* mRNA in the R6/2 mouse striatum than KI mouse striatum. Data are presented as mean values ± SEM and were obtained from three independent experiments each mouse (*n* = 3 mice per genotype, **p < 0.01, ***p < 0.001, one-way ANOVA followed by Tukey’s multiple comparison tests, *F* = 17.44, *p* = 0.0002). Source data are provided as a Source Data file.

Exon 1 HTT fragment was found to be generated by aberrant exon 1-intron 1 RNA, which was observed only in the HD brains in which a large CAG repeat is present^20,24^. Using RT-PCR of WT and KI mouse, we confirmed the selective expression of aberrant exon 1-intron 1 RNA in the KI mouse striatum when compared with WT mouse striatum (Supplementary Fig. 8a, b). By examining RNAseq results, we also found that aberrant exon 1-intron 1 RNA was present in the KI mouse striatum, but its level appeared to be lower than the normally spliced exon 1–exon 3 mRNA (Supplementary Fig. 8c). To more rigorously compare the levels of canonical HTT mRNA (exon 1–exon 3) and aberrantly spliced mRNA (exon 1–intron 1), we performed RT-PCR to detect their levels in the same PCR reactions by including a critical control without reverse transcriptase to ensure that PCR products seen in the mouse brains are specifically derived from cDNAs, rather than genomic DNAs. Using this assay, we found that canonical HTT exon 1–exon 3 mRNA is more abundant than the aberrant exon 1–intron 1 RNA in heterozygous KI mice (Supplementary Fig. 8d, e). Using real time PCR to quantify the relative levels of exon 1–exon 3 and exon 1–intron 1, we verified that the aberrant spliced HTT mRNA (exon 1–intron 1) is specifically present in the KI mouse striatum but its level is lower than normally spliced mutant HTT (exon 1–exon 3) (Supplementary Fig. 8 f-g). The results suggest that, although the aberrant exon 1–intron 1 RNA can produce mutant exon 1 HTT, this small N-terminal HTT fragment may be predominantly generated from proteolytic cleavage of full-length or a longer HTT protein fragments.

### Promotion of HTT cleavage does not increase the nuclear accumulation of mutant HTT

Examining HD FL-KI mice at different ages revealed that more aggregated HTT and less soluble mutant exon 1 HTT were present in the striatum of older KI mice (Fig. 5a). This finding suggests that exon 1 HTT may be constantly generated by proteolytic cleavages and/or aberrant splicing in the striatum but its nuclear accumulation and aggregation are age-dependent. The similar nuclear accumulation and aggregation of mutant HTT in different KI mouse brains also suggest that additional truncation of mutant HTT did not significantly facilitate the nuclear accumulation and aggregation of mutant HTT. To further test this hypothesis, we used stereotaxic injection of AAV CRISPR/Cas9 to truncate the *HTT* gene at the region corresponding to amino acid 91 and 571 in adult KI-FL mouse brain. These N-terminal HTT fragments are similar to exon 1 HTT and caspase-cleaved products^25,26^, respectively, which have been extensively investigated for their roles in HD pathogenesis^27–30^. For this experiment, we obtained mice that express Cas9 under the pCAG promoter after Cre-recombination^31^. These mice were crossed with EIIa-Cre transgenic mice to generate Cas9 mice that ubiquitously express Cas9 (Supplementary Fig. 9a). We then crossed Cas9 mice with HD140Q KI (KI-FL) mice to generate KI/Cas9 mice so that these mice can be injected with only AAV HTT-gRNA to truncate full-length mutant HTT (Fig. 5b). PCR and western blotting assays confirmed the expression of Cas9 in the striatum of KI/Cas9 mice (Supplementary Fig. 9b, c). Using homozygous HD KI/Cas9 mice at the age of 2 months, we performed stereotaxic injection of AAV HTT-gRNA, which targets HTT exon 2 or exon 13 to generate N-terminal HTT consisting of the first 91 or 571 amino acids. The control was the same AAV vector expressing a control gRNA that does not target to any mouse gene. The AAV gRNA vector also expresses RFP under the CMV promoter such that the injected striatum shows a broad distribution of RFP (Fig. 5c), indicating an efficient AAV transduction. Two months after injection, T7E1 digestion of the targeted HTT gene in the AAV-injected brain region showed the selective targeting of *HTT* gene by HTT-gRNA, but not control gRNA (Fig. 5d). Although western blotting revealed that HTT-gRNA-mediated truncation could decrease the level of full-length HTT and increase the amount of soluble exon 1 HTT, the amount of HTT aggregates shown in the stacking gel remained similar in the control gRNA- and HTT-gRNA-injected striatal regions (Fig. 5e). Also, immunohistochemical staining demonstrated no obvious difference in the nuclear HTT staining between the control gRNA- and HTT-RNA-injected striatal regions (Fig. 5f). Thus, the nuclear accumulation of mutant HTT does not seem to be influenced by altering cleavage of mutant HTT in the non-exon 1 regions, which is consistent with similar nuclear HTT accumulation and aggregation in the striatum of different KI (KI-96, KI-571, and KI-FL) mice.

**Fig. 5:**
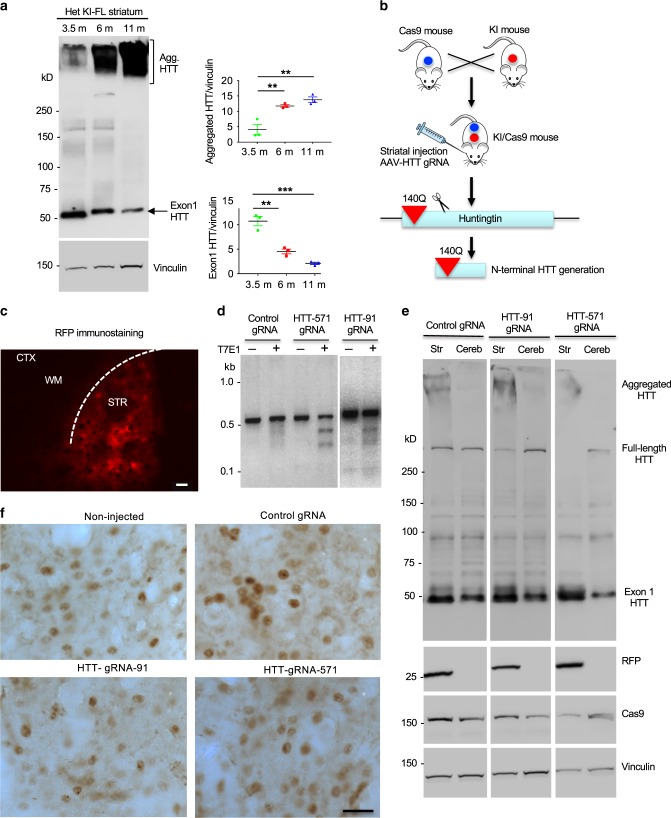
Truncation of mutant HTT in the striatum of adult HD140Q KI mice. **a** mEM48 western blotting showing age-dependent decrease of soluble mutant exon 1 HTT and corresponding increase of aggregated HTT in the HD KI striatum. Quantification of western blotting results is also shown. Data are presented as mean values ± SEM and were obtained from three independent experiments each mouse (*n* = 3 mice per genotype, **p < 0.01, ***p < 0.001, one-way ANOVA followed by Tukey’s multiple comparison tests, aggregated HTT/vinculin analysis, *F* = 19.79, *p* = 0.0023; mutant exon 1 HTT/vinculin analysis, *F* = 49.81, *p* = 0.0002). **b** HD140Q KI mice were crossed with Cas9 mice to yield KI/Cas9 mice. AAV HTT-gRNA was then injected into the striatum of KI/Cas9 mice at 2 months of age. Eight weeks after injection, the striatum of the injected mice was isolated for analyzing truncated HTT. **c** A fluorescent image of the injected mouse striatum verifying the viral transduction of AAV HTT-gRNA that also expresses red fluorescent protein (RFP). Scale bar: 20 μm. **d** T7E1 analysis of the *HTT* DNAs from the injected region confirming that the only HTT-gRNA, but not control gRNA, could target the *HTT* gene to generate fragmented DNA products. **e** Western blotting analysis of striatum lysates of AAV-injected mice showing that truncation of mutant *HTT* at exon 2 and exon 13 by HTT-gRNAs (HTT-91 gRNA and HTT-571 gRNA) could reduce full-length mutant HTT and increase exon 1 HTT but did not alter the amount of aggregated HTT. **f** mEM48 immunostaining of the AAV-injected striatum of HD140Q KI mice showing that nuclear HTT accumulation after AAV HTT-gRNA injection is not different from that with the AAV control gRNA injection. Scale bar: 20 μm. More than three times of experiments were performed independently for **c**–**f**. Source data are provided as a Source Data file.

### Phenotypes of KI mice expressing different N-terminal HTT fragments

Next, we wanted to investigate whether truncation of full-length mutant HTT at amino acids 96 and 571 can promote neurological phenotypes, based on the fact that smaller N-terminal HTT fragments are more prone to misfolding. We examined motor functions of heterozygous HD KI mice to compare their phenotypes because homozygous KI-96 and KI-571 are not viable and the motor deficits in HD KI mice have been reliably replicated in many previous studies^9,16,32,33^. All KI (KI-96, KI-571, and KI-FL) mice showed significantly defective motor functions starting from 7 months when compared with WT mice. Reduced rotarod performance was seen at 8 months of age whereas grip strength defect occurred at 7 months of age (Fig. 6a). Consistently, poor balance beam performance of all KI mice appeared at 9 months of age. Thus, among these KI mouse models, the poor motor performances appeared to be similar, though KI-96 mice displayed more severe balance beam deficits. All these KI mice developed normally with similar body weight and do not appear to be different from age-matched WT mice before the age of 11 months.

**Fig. 6:**
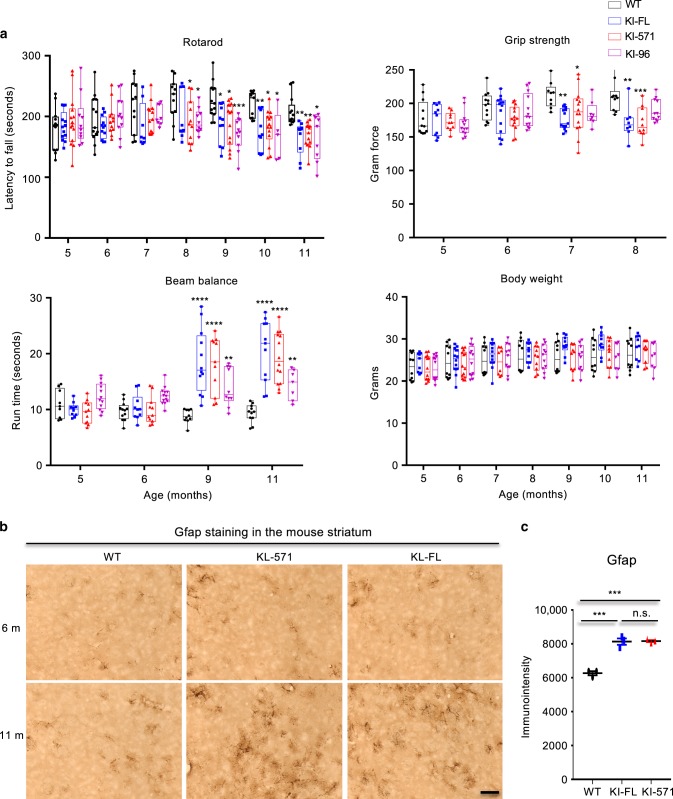
Phenotype analysis of different KI mice. **a** Comparison of motor function (rotarod performance, balance beam, grip strength) and body weight of wild type and different types of KI (KI-96, KI-571, and KI-FL) mice. Each group consists of 14 mice. Data are presented as minimum to maximum showing all points. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, two-way ANOVA followed by Tukey’s multiple comparison tests, rotarod analysis, *F* = 13.73, *p* < 0.0001; grip strength analysis, *F* = 9.187, *p* < 0.0001; balance beam analysis, *F* = 20.45, *p* < 0.001; body weight analysis, *F* = 4.777, *p* = 0.0029. Data are presented as mean values ± SEM. **b** Gfap immunostaining of wild type (WT) and KI-571, KI-FL mouse striatum at 6 and 11 months of age. Scale bar: 20 μm. **c** Quantification of relative Gfap immunostaining signals in wild type (WT) and KI-571, KI-FL mouse striatum. The data were obtained from six images in the striatum per mouse (*n* = 3 mice per genotype, ***p < 0.001, one-way ANOVA followed by Tukey’s multiple comparison tests, *F* = 65.67, *p* < 0.0001). Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

Although heterozygous HD140Q KI mice showed mild neuropathologic changes, HTT aggregates and gliosis (increased Gfap) in HD KI mice have been repeatedly reported by different groups^8,11,32,34–36^. However, we did not observe different Gfap staining signals between KI-571 and KI-FL mice, though they showed more reactive astrocytes than WT mice (Fig. 6b, c). The undetectable differences between KI-571 and KI-FL mice suggests that mutant exon 1 HTT, which is stable in both mouse models, elicits similar neuropathology in the brain.

It is well documented that gene transcriptional dysregulation is more severe in the striatum of HD KI mice, consistent with the abundant nuclear accumulation of HTT in the striatum^37^. 

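Striatal RNA from 7 WT, 4 KI-96, 4 KI-571 and 4 KI-FL mice at 6 months of age was sequenced, and the authors deposited the number of reads counted on each gene in each mouse, without normalization. KI-FL mice express full-length mutant HTT from the mouse Htt gene, and in KI-96 and KI-571 mice the mutant allele is truncated, so that an N-terminal fragment with the expanded polyQ repeat is expressed. The paper's methods give 4–5 mice per genotype and state that a WT sample was removed as a potential outlier, without naming it. All 7 WT mice were therefore used, and each mouse was left out in turn. The authors trimmed adapters with BBduk, discarded short reads, aligned the remaining reads to the mouse genome GRCm38 with STAR and counted reads on genes with HTSeq. Between 17281603 and 26388542 reads per mouse were counted on genes in WT mice (median 18945441). The range was 14678565 to 23373551 in KI-96 mice (median 17151443.5), 16527306 to 22389330 in KI-571 mice (median 18032316.5) and 12669809 to 19954229 in KI-FL mice (median 15524349.5). A floor of 3 counts corresponded to 0.114 to 0.237 CPM, the counts scaled to the size of each library, in the 19 mice, which covers counting error only. Counts were normalized for library size by edgeR's TMM method, and all 19 mice entered a single model with a coefficient for each genotype, so that the 4 genotypes shared an estimate of the spread. The paper used DESeq2 with the sacrifice batch as a covariate, and no batch term was fitted here. Of the 54232 genes counted, 18521 passed edgeR's filter on low counts and were tested. Mice of the same genotype differed by more than sampling noise, with a chi-square per degree of freedom over genes of at least 8.59 for every pair. WT replicates 5 to 7 were sequenced more deeply than WT replicates 1 to 4, so some comparisons were also made against WT replicates 1 to 4 alone, an alternative added after the data had been seen.
Htt, the targeted gene (ENSMUSG00000029104.15), lies on chromosome 5 of GRCm38 from 34761740 to 34912534 and is annotated with 67 exons. A count per gene does not separate the mutant from the WT allele. Htt was at 178 ± 9.80 CPM (SD, n = 7) in WT mice, 186 ± 40.1 CPM (SD, n = 4) in KI-96 mice, 124 ± 15.3 CPM (SD, n = 4) in KI-571 mice and 158 ± 17.5 CPM (SD, n = 4) in KI-FL mice. The log2 fold change of Htt in KI-571 mice against WT mice was -0.53 (standard error 0.11, adjusted p = 0.0959 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which does not pass 0.05; with DESeq2 the adjusted p was 0.0106. All 4 KI-571 mice had less Htt than every WT mouse (two-sided exact permutation test of log2 CPM over 330 splits, p = 0.00303, the smallest p that 4 mice against 7 allow). After Benjamini-Hochberg adjustment over the 48 permutation tests of genes that the paper names, this exact p was 0.145. Against WT replicates 1 to 4 the log2 fold change was -0.56 (adjusted p = 0.463 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In KI-FL mice it was -0.18 (standard error 0.11, adjusted p = 0.431 from the same edgeR test) and in KI-96 mice 0.059 (standard error 0.11, adjusted p = 0.942 from the same edgeR test); against WT replicates 1 to 4 these were -0.22 and 0.024.

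**Figure D1:**
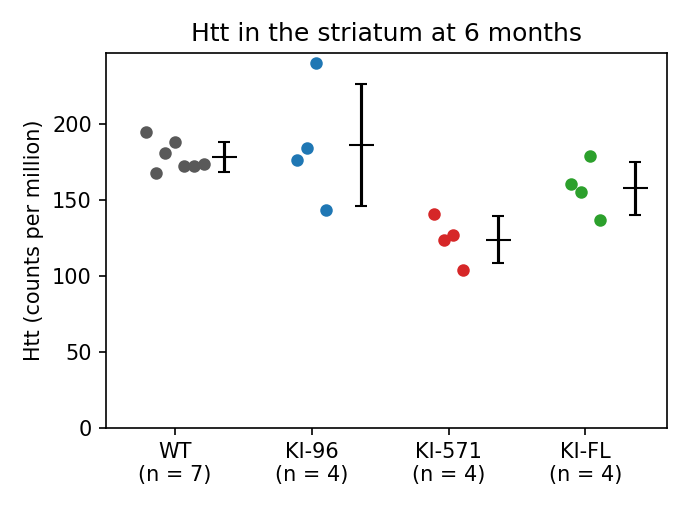
Htt in the striatum of WT mice and of the 3 KI genotypes at 6 months of age, in TMM-normalized CPM (y axis). Each point is a mouse, and the dash and whiskers beside them are the mean ± SD of the genotype; the 4 KI-571 mice, between 104 and 141 CPM, lie below the 7 WT mice, between 168 and 195 CPM.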

We thus performed RNAseq to compare gene expression profiling in the striatum of KI-96, KI-571, and KI-FL mice. 

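An adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was found for 5 genes in KI-96 mice, 6 genes in KI-571 mice and 36 genes in KI-FL mice against WT mice. Without adjustment, 1380, 1430 and 3099 genes in these comparisons had a p-value under 0.05, where chance gives 926 of the 18521 tested. With log2 CPM of Xist as a covariate, 217, 1366 and 2844 genes did. Xist was high in all 4 KI-96 mice and in 1 of 7 WT mice. The 1380 genes in KI-96 mice can therefore not be told apart from a difference in sex. With DESeq2, which moved the counts at the adjusted threshold most, 33 genes passed in KI-96 mice, 117 in KI-571 mice and 596 in KI-FL mice. Against WT replicates 1 to 4 alone 0 genes passed in each of the 3 comparisons, and 527, 748 and 1540 genes had an unadjusted p-value under 0.05. Of the 45 genes that passed in any KI genotype, 1 passed in all 3, the albumin gene Alb (ENSMUSG00000029368.10; chromosome 5 from 90460897 to 90476602). Alb had 0 to 2 counts in the WT mice and 2 to 467 counts in the KI mice. Its mean was at least 42.5-fold higher in KI-96 mice, 20.8-fold in KI-571 mice and 16.1-fold in KI-FL mice than the floor in WT mice. The means in KI-96 and KI-FL mice leaned on single mice. Without KI-96 replicate 4, with 467 counts, the log2 fold change in KI-96 mice was 6.51 in place of 7.60. Without KI-FL replicate 2, with 93 counts, it was 5.09 in KI-FL mice in place of 6.16. Alb varied among the 12 KI mice with the other liver genes. The 4 other genes in KI-96 mice were the Y-linked Kdm5d, Eif2s3y, Ddx3y and Uty, and all 4 KI-96 mice had a high count of Xist. In KI-571 mice the 5 others were Rpl3, Gm7993, Odc1 and the red cell genes Alas2 and Hbb-bt, named after their values were seen; Rpl3 and Gm7993 have near-identical copies with which reads can be shared and are uncertain. Of the 36 genes in KI-FL mice, 35 changed in the same direction in KI-96 mice and 31 in KI-571 mice, against the same WT mice. Of the 6 genes in KI-571 mice, 6 did so in KI-96 mice and 3 in KI-FL mice. Of the 5 genes in KI-96 mice, 5 did so in KI-FL mice and 3 in KI-571 mice. Fold changes against the same WT mice share their error, so that agreement arises without a shared change. The share expected from this was not computed.
The members of the published modules were not used here. A fixed list of 38 genes of striatal projection neurons, of which 37 were tested, was scored in each mouse as the mean log2 CPM of its genes. The score was 8.59 ± 0.20 (SD, n = 7) in WT mice, 8.56 ± 0.29 (SD, n = 4) in KI-96 mice, 8.68 ± 0.18 (SD, n = 4) in KI-571 mice and 8.67 ± 0.12 (SD, n = 4) in KI-FL mice. Differences from WT were within the spread between mice, at -0.034 in KI-96 mice (two-sided exact permutation test, p = 0.830), 0.089 in KI-571 mice (exact p = 0.485) and 0.079 in KI-FL mice (exact p = 0.488). Against WT replicates 1 to 4 they were -0.10, 0.023 and 0.014. The direction in KI-96 mice changed with the mouse left out, from -0.15 to 0.066. Among the 37 genes, 18 were higher and 19 lower in KI-96 mice, 28 higher and 9 lower in KI-571 mice, and 24 higher and 13 lower in KI-FL mice, and 0 passed in a KI genotype.

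**Figure D2:**
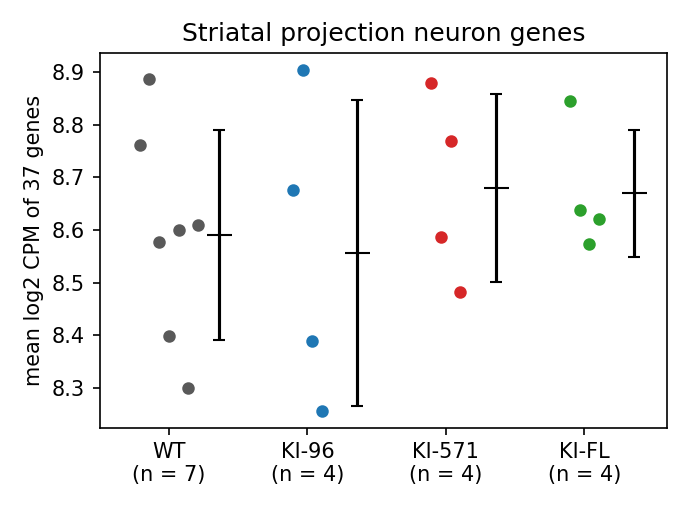
Score of 37 striatal projection neuron genes (y axis, mean log2 CPM) in WT mice and the 3 KI genotypes. Each point is a mouse, and the dash and whiskers beside them are the mean ± SD of the genotype; the KI mice span 8.26 to 8.90 and the WT mice 8.30 to 8.89.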

Using transcriptional modules described previously for dysregulated gene expression in HD KI mice^37^, we found that all KI mice showed similar alterations in these modules (Supplementary Fig. 10). Thus, by comparing behavior, pathology, and gene expression in KI-96, KI-571, and KI-FL mice, we found these KI mice display similar defects, regardless of the expression of different N-terminal mutant HTT fragments. 

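In direct comparisons of the KI genotypes from the same model, 0 genes differed between KI-96 and KI-FL mice, 16 genes between KI-571 and KI-FL mice and 1 gene between KI-96 and KI-571 mice at an adjusted p-value under 0.05. Without adjustment, 1648, 1648 and 1021 genes had a p-value under 0.05. With DESeq2 52, 114 and 36 genes differed between these pairs. The smallest p between KI-571 and KI-FL mice belonged to Rpl3-ps1 (ENSMUSG00000084349.3), a processed pseudogene on the X chromosome whose reads can be shared with Rpl3, so that its values are uncertain. Its level was 4.14 ± 1.84 CPM (SD, n = 4) in KI-571 mice and 72.6 ± 36.7 CPM (SD, n = 4) in KI-FL mice, a log2 fold change of -4.12 (standard error 0.59, adjusted p = 0.0105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dbndd2 (ENSMUSG00000017734.15; chromosome 2 from 164486106 to 164493319) was at 121 ± 9.09 CPM (SD, n = 4) in KI-571 mice, 54.8 ± 5.27 CPM (SD, n = 4) in KI-FL mice and 93.6 ± 23.9 CPM (SD, n = 7) in WT mice. Between KI-571 and KI-FL mice its log2 fold change was 1.14 (standard error 0.18, adjusted p = 0.0158 from the same edgeR test). The gene that differed between KI-96 and KI-571 mice was the Y-linked Kdm5d, with 0 to 2 counts in KI-96 mice and 716 to 956 in KI-571 mice, at least 202-fold higher in the latter. Without KI-FL replicate 4, in which 3186 tested genes had 0 counts, the number of genes that differed between KI-571 and KI-FL mice was 1 in place of 16. Setting the alterations of its modules beside behavior and pathology, the paper reasons that the KI genotypes share similar defects whichever form of mutant HTT is expressed, and ties these to the exon 1 fragment that they have in common.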

Taken together, the results support the idea that the stable and common exon 1 HTT fragment causes similar phenotypes in different types of KI mice.

### HspBP1 accounts for the preferential accumulation of mutant HTT in the striatum

By examining the expression of mutant HTT in HD140Q KI mice from 2 to 9 months of age, we found that mutant exon 1 HTT is constantly produced in the cortex and striatum in young and old mice but is selectively aggregated in the striatum in aged mice (Fig. 7a). This phenomenon suggests that a striatal specific factor may contribute to the preferential accumulation and aggregation of mutant HTT in striatal neurons. We also noticed that mutant HTT is preferentially accumulated in neuronal cells but not glial cells. We previously identified that HspBP1, an inhibitor of Hsp70 and co-chaperone CHIP^38–40^, is abundantly expressed in neuronal cells but not in glial cells and can promote HTT misfolding by inhibiting chaperone function^41^. To investigate whether HspBP1 is involved in the selective nuclear accumulation of mutant HTT, we first examined HspBP1 expression in the striatum, cortex, and cerebellum in WT mice at different ages. Interestingly, HspBP1 is more abundant in the striatum than the cortex and cerebellum and its expression in the striatum is increased with age (Fig. 7b). The selective enrichment of HspBP1 in the striatum was also demonstrated by HspBP1 immunohistochemical staining of the mouse brain (Supplementary Fig. 11). However, RT-PCR revealed similar levels of HspBP1 mRNA in different mouse brain regions (Supplementary Fig. 12), suggesting that selectively high level of HspBP1 in the striatum is regulated at the protein level.

**Fig. 7:**
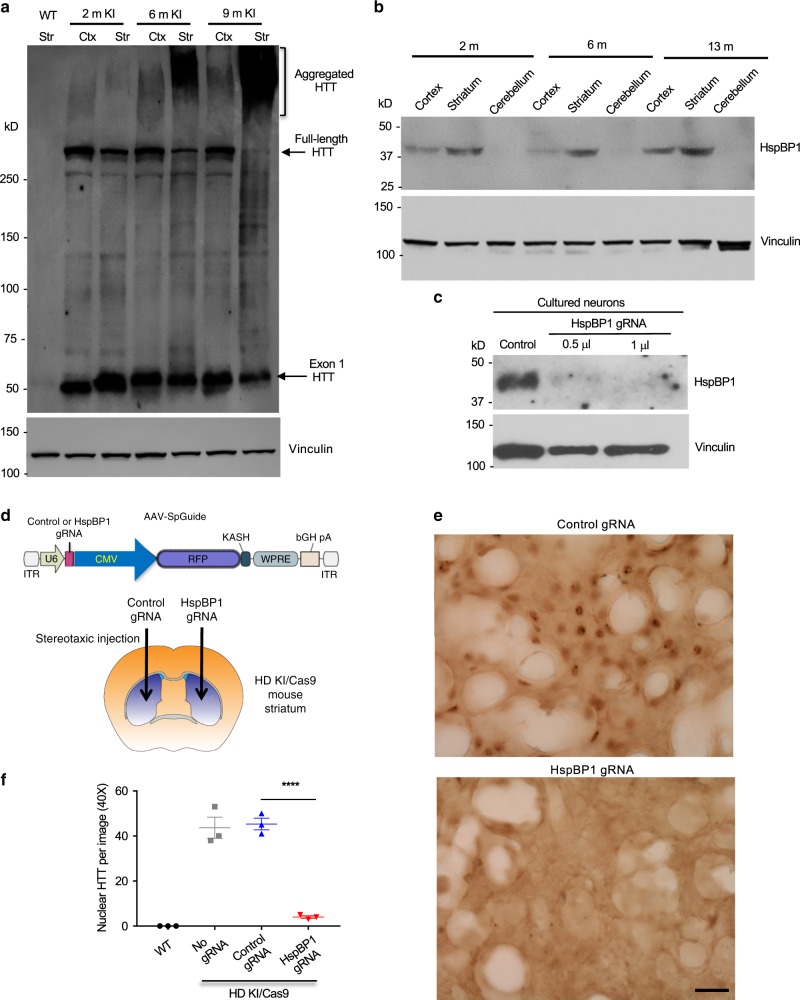
HspBP1 expression accounts for the nuclear accumulation of mutant HTT in KI mouse striatum. **a** mEM48 western blot analysis of the cortex and striatum of HD140Q KI mice at different ages revealing that mutant exon 1 HTT is constantly expressed but selectively forms aggregates in the aged striatum. More than three times of experiments were performed independently. **b** Western blotting of wild-type mouse brains showing that HspBP1 is more abundant in the striatum and its expression increases with age. **c** Western blotting of cultured mouse striatal neurons showing that targeting HspBP1 by AAV Cas9/HspBP1-gRNA could effectively reduce HspBP1 expression. **d** Injection of AAV control gRNA and AAV HspBP1-gRNA into the striatum of KI/Cas9 mice at 25 weeks of age. The mouse brain image was remixed from the clipart https://commons.wikimedia.org/wiki/File:Mouse_Dorsal_Striatum.pdf, under the Creative Commons Attribution-Share Alike International license. **e** Eight weeks after injection, mEM48 immunostaining of the injected striatum showing that deletion of HspBP1 could markedly reduce the nuclear accumulation of mutant HTT. Scale bar: 40 μm. **f** Quantitative analysis of nuclear HTT staining in the AAV-injected mouse striatum. The data were obtained from five images in the striatum per mice (*n* = 3 mice per group, ****P < 0.0001, one-way ANOVA followed by Tukey’s multiple comparison tests, *F* = 82.84, *p* < 0.0001). Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

Next, we wanted to investigate whether knocking down HspBP1 in the KI-FL striatum can alter the nuclear accumulation of mutant HTT. To this end, we used gRNA to target the endogenous mouse HspBP1 and verified that expression of HspBP1-gRNA via AAV could effectively reduce HspBP1 in cultured mouse striatal neuronal cells (Fig. 7c). We then performed stereotaxic injection of AAV HspBP1-gRNA and AAV control gRNA in the right and left striatum, respectively, of HD KI/Cas9 mice at age of 25 weeks (Fig. 7d) in order to rigorously compare nuclear mutant HTT staining in the same mouse brain. The results revealed that knocking down HspBP1 could significantly reduce nuclear accumulation of mutant HTT (Fig. 7e). Quantification of the density of nuclear HTT verified that elimination of HspBP1 could significantly diminish the nuclear accumulation of mutant HTT in the striatum (Fig. 7f). Given that mutant exon 1 HTT is prone to misfold and that chaperones are important for reducing protein misfolding, the higher level of HspBP1 in the striatal neurons may yield stronger inhibitory effects on chaperone activity and account for the preferential accumulation of mutant exon 1 HTT in the striatal neurons.

## Discussion

Using CRISPR/Cas9 to target the *HTT* gene in HD140Q KI mice, we were able to truncate *HTT* to generate N-terminal HTT fragments that are expressed at the endogenous level. These models offer convincing evidence that N-terminal HTT fragments are unable to support the early embryonic development but can cause age-dependent neuropathology in adult mice if they carry a large polyQ repeat. The most interesting finding in our study is that exon 1 HTT or its equivalent fragment containing a large polyQ domain is the critical pathological form. Given the extensive investigation of the cleavage sites of HTT in the regions beyond exon 1^25,26,42,43^, our findings offer new insight into the pathogenesis of HD and therapeutic strategies.

Our findings support the previous reports that N-terminal 17 amino acid sequences and polyQ as well polyP domains in exon 1 HTT are dispensable for HTT’s functions during early embryonic development^44–46^. However, exon 1 HTT is the major pathogenic form of mutant HTT if it carries a large polyQ repeat. First, all KI mice show the stable N-terminal HTT fragment in the same size as mutant HTT in R6/2 and KI-96 mice which express mutant exon 1 HTT or its equivalent product containing the similar polyQ repeats; second, all different types of KI mice display similar behavioral phenotypes and neuropathology, which are less severe than the reported phenotypes in R6/2 mice that express a much higher level of mutant exon 1 HTT; third, mutant exon 1 HTT is able to preferentially accumulate in striatal neurons to form nuclear aggregates and affect gene transcription in the same manner as KI mice expressing full-length mutant HTT.

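For the transcription of the striatum, the log2 fold changes of KI-96 and KI-FL mice against WT mice were compared across the 18521 tested genes, which are not independent replicates. Because fold changes against the same WT mice share the error of those mice, the 7 WT mice were divided between the comparisons in all 70 ways. The median Pearson r was 0.181 (range 0.0653 to 0.308) for KI-96 and KI-FL mice, 0.143 (range 0.0399 to 0.221) for KI-571 and KI-FL mice and 0.126 (range -0.061 to 0.335) for KI-96 and KI-571 mice. With all 7 WT mice in both comparisons, r was 0.323, 0.278 and 0.329 for these pairs, and in simulated counts with no difference between genotypes it was 0.358, against 0.00587 with the WT mice divided. When only WT replicates 1 to 4 were divided, in 6 ways, the medians were 0.059 (range -0.0483 to 0.175), 0.0521 (range -0.0412 to 0.0956) and 0.00663 (range -0.186 to 0.222). With WT replicates 5 to 7 they were 0.361, 0.322 and 0.344. Among the 200 genes with the largest moderated statistic in KI-FL mice, ranked with limma against a part of the WT mice, a median of 82.8% (range 61.5 to 99) changed in the same direction in KI-96 mice against the other WT mice. The median was 86.2% (range 70 to 93.5) in KI-571 mice. With WT replicates 1 to 4 alone these shares were 62.8% (range 47.5 to 77) and 71% (range 49 to 73.5) over 6 divisions.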

It would be interesting to understand why mutant exon 1 HTT is stable in all KI mouse brains. Western blotting with antibodies to the epitopes in exon 1 HTT such as 1C2 for the polyQ domain and mEM48 are able to detect a number of N-terminal mutant HTT fragments in the brains of young and old HD KI mice^13–16^. This fact indicates that proteolytic processing of full-length HTT is mediated by cleavage of HTT at multiple sites and is constantly taking place in young and aged neurons. Different HTT fragments may be continuously cleaved to form the exon 1 HTT product. In the HD brains, mutant exon 1 HTT is more stable because a large polyQ repeat may cause its misfolding and aggregation that is resistant to further digestion. Although mutant exon 1 HTT has no conserved nuclear import sequences, it is able to accumulate in the nucleus because expanded polyQ domain can keep small peptides and cytoplasmic proteins to remain in the nucleus^47^. Striatal neurons may have less capacities to prevent HTT misfolding so that mutant exon 1 HTT can readily accumulate in their nuclei and form aggregates. Chaperones can reduce protein misfolding but their activities decline during aging^48–50^ such that the mutant exon 1 HTT is not efficiently removed and begins to accumulate and form aggregates in aged neuronal cells. In support of this idea, overexpressed mutant exon 1 HTT in R6/2 mice may overwhelm chaperone protection so that mutant exon 1 HTT is broadly accumulated in various brain regions. Consistently, we found that co-chaperone inhibitor HspBP1 is more abundant in the striatal neurons and that depletion of HspBP1 could significantly reduce the nuclear accumulation of mutant HTT in the KI mouse striatum. Once mutant HTT is accumulated in striatal neurons, other striatal neuronal specific factors, such as Rhes, can promote selective neuronal vulnerability in the striatum^51^.

Our findings also provide important implications for the pathogenesis of HD and perhaps other polyQ diseases. There has been a large body of literature about protein context-dependent neuropathology in HD and polyQ diseases^52–54^. There is no doubt that protein context determines the function, subcellular localization, stability of proteins, and their association with partners. Our findings indicate that the protein context after exon 1 HTT may not critically modulate HTT toxicity, based on the fact that the newly generated HD KI mice show similar nuclear distribution of mutant exon 1 HTT and develop similar pathological phenotypes. Previous studies have found that caspase-6 cleavage at 586 aa generates N-terminal HTT fragments^25^. However, there are conflicting results about the beneficial effects of blocking caspase-6 cleavage in mutant HTT^28,29^. Because full-length HTT is constantly processed by proteolysis cleavage, it is likely that only those proteins that are able to interact with exon 1 HTT may stably associate with mutant HTT and may be involved in HD pathogenesis. Indeed, many studies have found that posttranslational modulations in exon 1 HTT or altering the first 17 amino acids of HTT can significantly regulate HTT toxicity^55–57^.

Using HD KI mice expressing truncated HTT at the endogenous level, we provided strong evidence to support the previous finding that mutant exon 1 HTT is present in different types of HD mice^14,20^. Comparison of the pathological and behavioral phenotypes of HD KI mice expressing full-length or truncated mutant HTT further suggests that mutant exon 1 HTT is a key pathogenic form. Although our RT-PCR analysis showed that mutant exon 1 HTT is mainly generated from the canonical HTT mRNA, aberrant exon 1 splicing can have an important role in generation of this toxic form of HTT when normal HTT-RNA splicing is affected in aged neurons. The findings in the current study also have important implication for treating HD. Targeting mutant HTT by lowering its expression has been well accepted as an effective approach to treat HD. This targeting can be achieved by using antisense oligonucleotides, siRNA, or CRISPR/Cas9^19,33,58^. Because mutant exon 1 HTT can be constantly generated by proteolytic cleavage and aberrant splicing of exon 1^20^, genetic targeting should be focused on the production of exon 1 HTT. Alternatively, drugs or chemicals that act on exon 1 HTT are more likely to achieve effective therapeutic effects than those acting on other regions of HTT.

## Methods

### Antibodies and reagents

See Supplementary Tables 1–4.

### Mice maintenance and breeding

Mice (C57BL/6) were bred and maintained in the animal facility at Emory University under specific pathogen-free conditions in accordance with institutional guidelines of the Animal Care and Use Committee at Emory University. All mice were maintained on a 12:12 h light/dark cycle (lights off at 7 p.m.). The temperature was maintained at 22 ± 1 °C with relative humidity (30–70%). The studies followed the protocol approved by the Animal Care and Use Committee at Emory University.

### Generation of truncated HD KI mice

Generation of mice expressing truncated normal HTT (d177 and KI-1367) was performed by Beijing Biocytogen, China. Briefly, gRNAs were designed to target different exons in the mouse *HTT* gene (Supplementary Table 3). Cas9 mRNAs and gRNAs were mixed for pronuclear injection into the mouse zygotes (C57BL/6). The mice of generation F0 were genotyped with the PCR primers specific for the targeting exons (Supplementary Table 4). Mice carrying the disruption of *HTT* exons were used to breed to generate F1 and F2 generation mice at Beijing Biocytogen, China.

Generation of N-terminal mutant *HTT* knock-in mice (KI-96 and KI-571) was performed by Gene Edit Biolab, Morehouse School of Medicine, Atlanta, USA. The mouse zygotes of HD140Q KI mice were injected with mixed mRNA of Cas9 and gRNA (1 µl mixture per zygote). Founders were imported to Emory animal facility and kept in a quarantine room before releasing to a regular housing room. CRISPR/Cas9-targed male mice were crossed with wild-type female mice to generate F1 mice. Mice that carried the desired mutations were crossed with wild-type mice to generate heterozygous KI mice. Full-length mutant HD140Q KI mice were generated as described previously^9^ and maintained in the animal facility at Emory University for our previous studies^33^. All animal experiments were approved by Division of Animal Resources of Emory University in accordance with institutional guidelines of the Animal Care and Use Committee at Emory University.

### Generation of Cas9 and KI/Cas9 mice

Cre-dependent cas9 transgenic mice^31^ were obtained from the Jackson Laboratory (Stock No: 024857, Rosa26-LSL-Cas9 knock-in). To activate Cas9 expression, the Cre-dependent Cas9 mice were crossed to EIIA-Cre transgenic mice to generate Cas9 mouse line that ubiquitously express Cre in all tissues. The constitutive Cas9-expressing mice were fertile, and the homozygosity was viable. Furthermore, the Cas9 mice had normal litter sizes and similar body weight compared to wild-type mice and showed no morphological abnormalities, in consistence with previous studies^31^. Germline transmissible Cas9 mice were isolated after more than 3 generations, which were then crossed with HD140Q KI mice to generate KI/Cas9 mice that express both mutant HTT and Cas9. KI/Cas9 mice allowed for creating mutations in the mutant *HTT* allele by expressing only HTT-gRNA via AAV stereotaxic injection. Primers used for genotyping Cas9 transgenic mice and KI/Cas9 mice were listed in Supplementary Table 4. The expression of mutant HTT and Cas9 protein were confirmed by western blot analysis.

### Genotyping, T7E1 assay, and sequencing

Genomic DNA was isolated from mouse tails, and PCR genotyping with primers that flank the CAG region was used to identify HD mice that carry expanded polyQ repeats. The sequences of primers mentioned above are indicated in Supplementary Table 4. The *HTT* gene domain containing the targeted sites by CRISPR/Cas9 was amplified by PCR and subjected to T7E1 assay for detection of mismatch mutation between edited gene alleles and wild-type gene alleles. PCR products were obtained using the condition consisting of denaturing at 95 °C for 2 min, decelerating 2 °C/s to 85 °C, decelerating 0.1 °C/s to 25 °C, and holding at 16 °C for 10 min. For T7E1 assay, 5 µl of the annealing PCR product was treated with 0.2 µl T7 Endonuclease I (NEB, #M0302S) in a 20 µl system and run on 1.5–2.0% agarose gel after incubation at 37 °C for 30 min. Founders (F0) with positive T7E1 assay results were bred to F1 generation mice, which were regularly tested by genotyping and T7E1 assay. PCR products that showed mutation specifically at the mutant allele with expanded CAG/polyQ repeats were isolated by Topo-TA cloning (ThermoFisher, #450425) for sequencing to identify the insertion or deletion (indel) mutation induced by CRISPR editing. F1 mice with positive indel mutation at expanded polyQ allele were bred to F2 generation. Germline transmissible indel mutation in F2 generation was confirmed by T7E1 assay and Topo-TA cloning described as above. After crossing mice multiple times, we obtained one positive HD KI-571 founder, three positive HD KI-96 founders with germline stable indel mutation at expanded CAG/polyQ alleles. The gene editing efficiency and transgene expression were also determined via western blotting analysis.

### Total RNA extraction, RT-PCR, and qPCR

Frozen or fresh mouse brains were added with trizol (0.5 ml for 20 mg brain tissue) before homogenization. The homogenate was added with 200 µl chloroform and thoroughly mixed by vortex and then incubated at room temperature for 5 min. After centrifugation at 10,000×*g* for 15 min at 4 °C, the upper aqueous phase was transferred to a new Eppendorf tube. After adding 0.5 ml isopropanol and incubated at room temperature for 10 min, the mixture was centrifuged at 10,000 × *g* for 10 min. DNase treatment was performed each time and the DNase-treated RNA was purified by ethanol precipitation. The total RNA was quantified by nanodrop and 2 mg of total RNA was used for reverse transcription reactions using the High-Capacity RNA-to-cDNA™ Kit (Applied Biosystems, 4368814) and oligo dT primer (Invitrogen, 18418020). The control was the same RNA samples without reverse transcriptase. The synthesized cDNA (1 µl) was combined with 10 µl Power SYBR™ Green PCR Master Mix (Applied Biosystems, 4367659) and 1 µl of each primer in a 20 µl reaction when performing qPCR. The reaction was performed in the Eppendorf, Realplex Mastercycler thermocycler using primers shown as Supplementary Table S4. Acquired images from RT-PCR were subjected to densitometric quantitation using ImageJ software. The relative values of PCR results were normalized by GAPDH levels prior to calculations by graphpad prism7. For qPCR analysis, 2^–∆∆Ct^ method was used to calculate the relative fold gene expression of samples. In detail, ΔCt_sample_ = Ct_gene of interest_ − Ct_housekeeping gene_, ∆∆Ct = ΔCt_sample_ − ΔCt_calibrator_ (In Supplementary Fig. S8g and S8h, the average value of Ct_housekeeping gene_ of exon 1–intron 1 in cortex of KI mice was seen as ΔCt_calibrator_). Relative expression level = 2^−^^∆∆Ct^, which was used for further analysis by graphpad prism7.

### Western blotting analysis, immunohistochemistry, and immunofluorescence staining

For western blotting analysis, mouse brain tissues were lysed in ice-cold RIPA buffer (50 mM Tris, pH 8.0, 150 mM NaCl, 1 mM EDTA pH 8.0, 1 mM EGTA pH 8.0, 0.1% SDS, 0.5% DOC, and 1% Triton X-100) containing Halt protease inhibitor cocktail (ThermoScientific) and PMSF. The lysates were incubated on ice for 30 min, sonicated, and then equal amounts of proteins from the whole lysates determined by BCA assay were resolved by 4–12% or 4–20% polyacrylamide Tris-Glycine gels (Invitrogen) and subjected to western blotting analysis with appropriate primary antibodies (1:50 dilution for mEM48). To quantify the ratios of interesting bands to the loading control, the western blots were cut to strips containing the interesting bands or the loading control protein for probing with their antibodies so that the ratios could be obtained from the same western blots.

For immunohistochemistry, mice were anaesthetized with peritoneal injection of 10% euthasol (39.0 mg/ml pentobarbital sodium and 5 mg/ml phenytoin sodium) and perfused with 0.9% NaCl followed by 4% paraformaldehyde (PFA). The brains were removed and post-fixed in 4% PFA overnight at 4 °C. The brains were transferred to 30% sucrose for 48 h to let the brain completely sink to the bottom of the tube, and then cut to 20 or 40 µm sections with the cryostat (Leica CM1850) at −20 °C. Mouse tissue sections were permeabilized with 0.3% Triton X-100/PBS at room temperature for 1 h and then treated for antigen retrieval with citric acid buffer (10 mM citric acid, 0.05% Tween 20, pH 6.0) at 95 °C water bath for 10 min. The mouse tissue sections were then blocked with 0.1% Triton X-100/2%, normal goat serum (NGS)/3%, and BSA/1× PBS for 30 min. For immunohistochemistry with DAB staining, 40 µm sections were incubated with anti-HTT antibody mEM48 (1: 100 dilution) for at least 48 h at 4 °C. Avidin-Biotin Complex kit (Vector Laboratories) and DAB kit (Sigma, D4418) for immunodetection were used. Images were acquired with a Zeiss microscope (Carl Zeiss Imaging, Axiovert 200 MOT) with a digital camera (Carl Zeiss Imaging, AxioCam HRc) and AxioVision software. For immunofluorescent staining, 20 µm sections were incubated with primary antibodies in the same buffer at 4 °C overnight. After washing with 1× PBS, the sections were incubated in fluorescent secondary antibodies and Hoechst stain. Fluorescent images were acquired with a Zeiss microscope (Carl Zeiss Imaging, Axiovert 200 MOT) and a digital camera (Carl Zeiss Imaging, AxioCam HRc) using AxioVision software.

### AAV viral preparation and stereotaxic injection

CRISPR/Cas9-expressing viral vector (PX552) was obtained from Addgene (plasmids #60958). AAV HTT-gRNAs were generated by inserting gRNAs into PX552 via *Sap*I restriction sites. These viral vectors were sent to the Viral Vector Core at Emory University for packaging and purification of AAV9 or AAV2/9 viruses. The genomic titer of viruses was determined by PCR method. AAV HspBP1 vector and viruses were generated previously in our study^41^.

Stereotaxic injection of AAV into mouse brains was performed using the method described in our previous studies^33^. Briefly, mouse at 2–3 months of age was anesthetized using isoflurane (2.5% sedation, 1.5% afterwards) delivered with a vaporizer and stabilized in a stereotaxic instrument (David Kopf Instruments). All surgical procedures were performed in a designated procedure room and in accordance with the Guidelines for the Care and Use of Laboratory Animals and biosafety procedures at Emory University. Viruses expressing gRNA were injected into one side of the mouse striatum according to the following coordinates: 0.55 mm rostral to bregma, 2.0 mm lateral to the midline, at 3.5 mm ventral from the dural surface. The injection was conducted using a Hamilton syringe and a syringe infusion pump (World Precision Instruments, Inc., Sarasota, Florida, USA) at a speed of 200 nl/min over a period of 5 min. Mouse was administered Meloxicam (5 mg/kg/day SC injection) pre-operation for pain management. During the surgery, mouse was monitored with breath rates, movement, and body temperature continuously. After the surgery, mouse was transferred into a filter top covered clean cage, which was situated on top of a controlled heating pad (35 °C) and was monitored every 15 min until the mouse was completely recovered from the anesthesia and could move freely. After injection 2–3 months, the mouse was killed by deep anesthesia with inhalation of isoflurane or peritoneal injection of 10% euthasol (39.0 mg/ml pentobarbital sodium and 5 mg/ml phenytoin sodium), and their brain tissues were isolated for western blotting and immunohistochemical or immunofluorescent analysis.

### Mouse behavioral studies

All animal tests were performed in accordance with NIH guidelines for procedures and approved by the Institutional Animal Care and Use Committee of Emory University. At least 8 mice per genotype and both male and female mice were included for behavioral studies. Mouse behavior was assessed using a rotarod apparatus (Rotamex 4/8, Columbus Instruments International). Mice were trained on the rotarod at 5 RPM for 5 min for three consecutive days. For testing, the rotarod gradually accelerated to 40 RPM over a 5-min period. Latency to fall was recorded for each trial. Each mouse went through three trials, and the average data of each group charted (*n* > 8 mice per group). The balance beam apparatus consists of 1 m beams with a flat surface of 6 mm width resting 50 cm above the table top on two poles. A black box at the end of the beam is the finish point. The time required for a mouse to cross to the center (80 cm) is measured as previously described^33^. For the gripping ability test, mice were measured by grip strength meters (Ametek Chatillon) every month as previously described^33^. The peak grip strength observed in five trials was recorded. Mouse body weight was measured monthly.

### RNAseq analysis

The striatum of WT, KI-96, KI-571, and KI-FL mice at 6 months of age were used to extract RNAs, which were then subjected to RNAseq analysis by Novogene. Each genotype consisted of 4–5 mice. Sequencing adapters were trimmed by BBduk (minlen = 100 ktrim = r *k* = 23 mink = 11 hdist = 1 tpe tbo; http://jgi.doe.gov/data-and-tools/bb-tools/). Reads with length under 100 bp after trimming were discarded. Clipped reads were aligned to mouse genome GRCm38 (primary assembly) by STAR aligner with default settings. Read counts for genes were obtained by using HTSeq. All mRNA differential expression analyses were performed in R using the Bioconductor package DESeq2 version 1.24.0. We removed one WT sample identified as a potential outlier and used the default settings with ‘sac batch’ as a covariate variable. 

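The mean Pearson r of log2 CPM of a WT mouse with the other WT mice was lowest in WT replicate 3 (0.975) and highest in WT replicate 6 (0.983). On the third principal component, WT replicates 5 to 7 lay between 28.8 and 35.5, and WT replicates 1 to 4 between -0.091 and 21.6. When each WT mouse was left out in turn, the number of genes with an adjusted p-value under 0.05 in KI-FL mice was 0 without WT replicate 1, 27 without replicate 2, 67 without replicate 3, 1 without replicate 4 and 0 without replicate 5, 6 or 7. The genes at an unadjusted p-value under 0.05 numbered 2411 to 3074 in these 7 fits. A direct comparison of WT replicates 5 to 7 with WT replicates 1 to 4 gave 17 genes at the adjusted threshold, the most among the 35 divisions of the 7 WT mice into 3 and 4.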

We tested differential expression in two-sample tests of KI (KI-FL, KI-96 and KI-571) samples vs. wild-type (WT) samples.

To draw heatmap, we first applied the variance-stabilizing transformation implemented in DESeq2 to raw counts and removed the effect of ‘sac batch’ by using function ‘removeBatchEffectRaw’ in Bioconductor package Limma. Then, sample means corresponding to the four genotypes were calculated based on these transformed values. Finally, heatmap of normalized sample mean values of the four genotypes was generated for genes in selected modules (M2, M7, M9, M20, M25, M39, M43, and M46)^37^. For differential expression (DE) tests of different KI genotypes vs. WT (KI-FL vs. WT, KI-96 vs. WT and KI-571 vs. WT), in each selected module M2, M7, M9, M20, M25, M39, M43, and M46, genes were divided into two groups by checking whether corresponding log fold change greater than 0 or not. 

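The mean log10 p-value from edgeR's quasi-likelihood test was computed over genes with a log2 fold change above 0 and over the rest, in all tested genes and in the fixed list of striatal projection neuron genes in place of the modules. Over all tested genes, the mean for genes that rose was -0.53 in KI-96 mice, -0.50 in KI-571 mice and -0.72 in KI-FL mice. For genes that fell it was -0.48, -0.49 and -0.72. Over the striatal projection neuron genes, the mean for genes that rose was -0.40 in KI-96 mice, -0.48 in KI-571 mice and -0.79 in KI-FL mice, and for genes that fell it was -0.51, -0.28 and -0.63. With DESeq2's p-values, the mean for genes that fell in KI-FL mice was -0.83 over all tested genes.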

The bar plot was generated based on averages of log10 *p*-value of these grouped genes in different modules for different DE tests (KI-FL vs. WT, KI-96 vs. WT and KI-571 vs. WT).

### Statistics and reproducibility

For biochemical and histological studies, we used at least three mice per group. For animal behavioral studies, we used at least eight mice per genotype. More than three independent experiments were done to obtain the gel, blot, or micrograph results that were used for figure presentations, and the representative results were shown in figures. Statistical significance was assessed using the two-tailed Student’s *t*-test for comparing if there were only two groups. When analyzing multiple groups, we used one-way ANOVA or two-way ANOVA followed by Tukey’s multiple comparisons test to determine statistical significance. A *p*-value < 0.05 was considered significant. Data represent the mean ± SEM. Calculations were performed with GraphPad Prism7 software.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting summary

Source data

## Data Availability

The data generated or analyzed during the current study are available within the article, supplementary information, attached source data file, and from the corresponding author upon reasonable request. The RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) database and the accession code is GSE145879.

# Supplementary material for: Truncation of mutant huntingtin in knock-in mice demonstrates exon1 huntingtin is a key pathogenic form
**Source:** Nat Commun. 2020 May 22;11:2582. doi: 10.1038/s41467-020-16318-1
**Supplement:** Supplementary file 3 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Softwares used in RNA sequencing were described in methods. Guide RNA was designed by an online tool ( <a href="https://www.benchling.com/crispr/">https://www.benchling.com/crispr/</a> ) |
| Data analysis   | statistical analyses were performed using the Prism 7 (GraphPad) software.                                                                                                                 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data generated or analyzed during the current study are available within the article, supplementary information, attached source data file, and from the corresponding author upon reasonable request. The RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) database and the accession code is GSE145879. The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For biochemical and histological studies, we used at least 3 mice per group. For animal behavioral studies, we used at least 8 mice per genotype.                                                                                                                                                                     |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                              |
| Replication     | For immunostaining, western blotting, RT-PCR and qPCR, samples from at least three mice were used, and the results were analyzed from at least three independent experiments. Additional animals were used or additional experiments were performed if the prior experiments were not done under the same conditions. |
| Randomization   | Animals used for each experiment are littermates randomly assigned to the experimental groups.                                                                                                                                                                                                                        |
| Blinding        | RNA sequencing analyses were performed by personnel blinded to the treatment conditions. For western blotting, immunostaining, RT-PCR/qPCR, no blinding was used because the samples needed to be treated with different reagents.                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies used in this study include: mEM48(Chemicon, MAB5374), MW8(DSHB, AB_528297), 3B5H10(Sigma, P1874), 1C2(Chemicon, MAB1574), 2166(Chemicon, MAB2166), MAB5492(Chemicon, MAB5492), Anti-HTT (2-17) (Enzo life, BML-PW0595), GAPDH(Chemicon, MAB374), Vinculin(Sigma, V9131), Actin(Sigma, A5060), $\gamma$ tubulin(Sigma, T6557), GFAP(Thermo Fisher, RB-087-A), FLAG(Sigma, F1804), GFP(Sigma, G1544), RFP(MBL, PM005). Secondary antibodies were donkey anti-rabbit, donkey anti-mouse Alexa Fluor 488 or 594 from Jackson ImmunoResearch. |
| Validation      | All antibodies used in this study have been validated by manufacturers or validated in published scientific literature.                                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The generation of new KI mice was described in details in the method section. Wild type C57BL/6 mice, HD 140Q germline HD knock-in mice have been stably maintained in our lab. Cas9 transgenic mice were generated by crossing Ella-Cre mice with conditional Cas9 mice that were obtained from the Jackson Laboratory. Both male and female mice were involved in this study. The ages of mice are from 3 to 11 months and are indicated in the text or figure legends. |
| Wild animals            | This study did not involve wild animals                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | All mice were maintained on a 12:12 h light/dark cycle (lights off at 7 p.m.). The temperature was maintained at $22 \pm 1^\circ\text{C}$ with relative humidity (30-70%).                                                                                                                                                                                                                                                                                                |
| Ethics oversight        | All animal procedures were approved by the Institutional Animal Care and Use Committee of Emory University.                                                                                                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

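The striatum of 7 WT, 4 KI-96, 4 KI-571 and 4 KI-FL mice at 6 months of age was measured by RNA sequencing. The genotype and the replicate number of each mouse were taken from the labels of the deposited samples. The labels give neither the sex of the mice nor the sacrifice batch that the paper used as a covariate, and the WT sample that the paper removed is not named in its text, so that all 7 WT mice were kept. The table also holds 4 columns that belong to none of these mice, and these were not used in any step.

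The authors deposited raw read counts per gene, not normalized. According to the paper, adapters were trimmed with BBduk, reads left too short were discarded, the remaining reads were aligned to the mouse genome GRCm38 with STAR, and reads were counted on genes with HTSeq. The versions of STAR and HTSeq, the annotation and the strand setting are not named in the paper's text, so that reads of overlapping or antisense genes and of near-identical copies could have been split or lost. The 5 summary lines of HTSeq at the end of the table were not treated as genes. Of the 54232 gene identifiers, 54079 were matched to gene names. Gene positions, types and exons were taken from GENCODE mouse release 21, which is on the same build and to which 18509 of the 18521 tested genes were matched.

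From the counts, normalization factors were computed by TMM, low genes were removed with filterByExpr (minimum count 10, minimum total 15), and the 19 mice were fitted together with edgeR 4.0.16 in R 4.3.3, with a coefficient for each genotype and no other covariate. Each KI genotype was compared with WT, the KI genotypes with each other and the mean of the 3 KI genotypes with WT by the quasi-likelihood F-test. The p-values were adjusted by the Benjamini-Hochberg method in each comparison, with a threshold of 0.05. The biological coefficient of variation was 0.240. For levels in single mice, log2 CPM was computed with a prior count of 2. Total counts on genes ranged from 12669809 to 26388542 per mouse with a median of 18202412, and a group with at most 3 counts in every mouse was treated as lying at the floor, so that folds against it are lower bounds.

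Gene sets were scored in each mouse by the mean log2 CPM of their tested genes, and differences between genotypes were tested by two-sided exact permutation tests over the 330 splits of 4 mice against 7 or the 70 splits of 4 against 4, with Benjamini-Hochberg adjustment over 54 tests. The sets were striatal projection neuron, astrocyte and gliosis, chaperone, cortical neuron, oligodendrocyte, choroid plexus, immediate early, Y-linked and clustered protocadherin genes. The members of the transcriptional modules used in the paper were not used here. Fold changes were correlated across genes with the WT mice divided between the comparisons in all 70 ways, and the direction of the 200 genes ranked first by limma 3.58.1 was compared with the same divisions.

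Genes were named by a fixed rule. It took the genes that the paper names, striatal projection neuron genes that passed in at least 2 KI genotypes (none did), genes that passed in all 3 KI genotypes, the 5 genes with the smallest p in the comparison of all KI mice with WT, and up to 2 genes from each direct comparison of KI genotypes. Other genes named in the text were chosen after their values were seen, as stated there.

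As alternatives, the results were recomputed with DESeq2 1.42.0, with its size factors in edgeR, without the filter on low counts, with at least 10 counts in every mouse, with 1 or 2 surrogate variables from sva 3.50.0, with log2 CPM of Xist as a covariate, at an adjusted threshold of 0.1, with only the groups compared in the model, with each of the 19 mice left out, and with the replicate number as a block. The block was taken from the replicate numbers of the labels, and same-numbered mice are different animals. Comparisons with WT replicates 1 to 4 alone or 5 to 7 alone and a robust estimate of the spread were added after the data had been seen. Each count of genes was also compared with the counts given by other splits of the same mice into groups of the same sizes.

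The procedure was tested on simulated counts for 18521 genes, with the means and library sizes of the 19 mice and 200 genes changed by known folds. Of these, 196 passed the filter, and edgeR called 69% of the changed genes, 84% of those changed 4-fold and 54% of those changed 2-fold. Among the genes called, 6.76% were not changed, and in a comparison with no change 0 genes were called. With DESeq2, 73.5% of the changed genes were called and 18.3% of the genes called were not changed.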

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

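The tests of sex, of the WT libraries, of the transcripts captured in KI-FL replicate 4 and its dissection, and of blood were chosen only after the result was seen; the tests of liver RNA and of other splits of the mice were not.

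In 116 groups of mice tested for a mouse far from the others, 14 were found where chance gives 6. KI-FL replicate 4 stood apart from the other KI-FL mice in 2 of them. In this mouse 16384 genes were detected, against 23177 to 23950 in the other KI-FL mice, and 3186 of the tested genes had 0 counts, against 134 to 222. Its total of 15581446 reads on genes lay within the range of the KI-FL mice, and 749 genes with a mean above 20 counts in the other KI-FL mice were at 0, whereas in every other mouse at most 13 such genes were. A library made from fewer distinct transcripts, each read several times, would have few genes counted by exactly 1 read: there were 275 in this mouse and 1229 to 3032 in the others, which is consistent with that explanation. A different dissection was tested with the scores of striatal, cortical and choroid plexus genes. The striatal score of 8.62 and the choroid plexus score lay within the range of the other mice, and the cortical score of 1.49 lay below it, so that 1 of 3 was outside. Of its 9 genes, 3 were at 0 counts in this mouse, against 0 of 9 in each other mouse, which lowers the score by itself, so this test gives no separate support for a different dissection and cannot exclude it. The design gives no biological explanation for a single mouse, and none was tested.

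Sex-linked genes account for 6 further mice or scores far from their group. Kdm5d on the Y chromosome was at -3.25 log2 CPM in WT replicate 1, where the other WT mice were at 5.26 to 5.63, and at -3.25 in KI-FL replicate 2, where the other KI-FL mice were at 4.47 to 5.33. In KI-96 replicate 2 it was at -2.08, from 2 counts, which lies at the floor. The score of 4 Y-linked genes was -3.25 in WT replicate 1 and KI-FL replicate 2 and -2.95 in KI-96 replicate 2. Xist and the Y-linked genes mirrored each other in 19 of 19 mice: Xist was at 886 CPM or more in 6 mice, namely all 4 KI-96 mice, WT replicate 1 and KI-FL replicate 2, and at 5.05 CPM or less in the other 13. These values are consistent with female mice in the first 6 libraries and male mice in the others, a hypothesis, since the labels give no sex. The Y-linked genes that passed between KI-96 and WT mice cannot then be told apart from a difference in sex between the groups.

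For the remaining mice far from their group no explanation was tested. WT replicate 3 was found in 2 measurements and KI-FL replicate 1 in 2. Gfap was at 6.52 log2 CPM in WT replicate 3, where the other WT mice were at 7.35 to 7.88, and at 6.72 in KI-FL replicate 1, where the others were at 7.02 to 7.07. The score of cortical neuron genes was 5.81 in WT replicate 3 and 2.09 to 3.54 in the other WT mice; WT replicate 3 also had the lowest astrocyte score (5.80) and oligodendrocyte score (8.45) among the WT mice. Catspere1 was at -2.62 log2 CPM in WT replicate 1, from 1 count, and at 1.96 to 3.33 in the other WT mice. Gm3788, a processed pseudogene whose reads can be shared with its parent gene and whose values are uncertain, was at 0.049 log2 CPM in KI-FL replicate 1 and at -0.71 to -0.60 in the other KI-FL mice. In KI-96 replicate 3, 24.2% of the reads fell on no gene, against 11.8% to 12.7% in the other KI-96 mice.

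Direct comparisons of KI genotypes found differences. Between KI-571 and KI-FL mice 16 genes passed, and 1 of the 8 splits that part all same-numbered mice gave as many, the real split, so that this count cannot fall under a share of 0.05. Of the 27 other splits, 3 gave as many, up to 68 genes. Rpl3-ps1, with uncertain values because of reads shared with Rpl3, had a log2 fold change of -4.12 and Dbndd2 of 1.14. The exact permutation p of both genes was 0.0286, the smallest that 4 mice against 4 allow, and 0.0980 after adjustment over 96 tests, many of them of genes taken, like these 2, for a small p in the same data; every KI-571 mouse lay below every KI-FL mouse for Rpl3-ps1 and above for Dbndd2. Among the 16 genes were Hba-a1, Hbb-bs, Hbb-bt and Alas2, named after their values were seen, and each was higher in all 4 KI-571 mice than in every KI-FL mouse. Hba-a2 did not pass, with a log2 fold change of 1.33 (adjusted p = 0.455 from edgeR's quasi-likelihood test) and 2 of 4 KI-571 mice above every KI-FL mouse. These 5 red cell genes had a lowest pairwise Spearman rho of 0.521 over the 19 mice, and more blood in the KI-571 samples may account for the 4 genes that passed, while Hba-a2 does not bear it out; reads of Hba-a1 and Hba-a2 can be shared and are uncertain. Between KI-96 and KI-571 mice 1 gene passed, Kdm5d, and 1 of the 8 splits that part all same-numbered mice gave as many. Of the 27 other splits 2 gave as many, and the split that exchanged KI-96 replicate 4 and KI-571 replicate 1 gave 1027 genes. Between KI-96 and KI-FL mice 0 genes passed, a count that every split must reach (8 of 8), so that only the unadjusted count can be compared: 1648 genes had an unadjusted p under 0.05, and 3 of the 8 splits of this kind and 7 of the 27 others gave as many.

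Outside the genes that the paper discusses, 5 genes had the smallest p in the comparison of all KI mice with WT mice. The mean of Alb in KI-96 mice was at least 42.5-fold higher than the floor in WT mice. This mean leaned on KI-96 replicate 4, with 467 counts against 2 to 124 in the other KI-96 mice. The score of 16 other liver genes differed between KI and WT mice by 0.80 (permutation test, p = 0.0557) and was above every WT mouse in 9 of 12 KI mice. In the 3 others, KI-96 replicate 3 and KI-FL replicates 3 and 4, it was below every WT mouse, although KI-FL replicates 3 and 4 had 5 and 16 counts of Alb against at most 2 in a WT mouse, with 9 and 4 counts over the other liver genes. Over the 12 KI mice, Alb and this score had a Pearson r of 0.88 (permutation p = 5e-05) and a Spearman rho of 0.944 (permutation p = 1e-05, the smallest that 100000 resamples allow), and r was 0.912 without the 2 mice farthest from the median of Alb. A trace of liver RNA in KI samples is a candidate explanation, and the rise of Alb cannot be told apart from it. KI-FL replicates 3 and 4 cannot decide it, since so few counts of Alb would come with few counts of other liver genes. The liver gene Fgb had 46 counts in KI-96 replicate 4, beside 467 of Alb, and 1 count in each of these 2 mice. An effect of the KI alleles on Alb was not tested separately.

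Kcng1 had a log2 fold change of 0.89 in all KI mice against WT mice (standard error 0.14, adjusted p = 0.0141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 2.28e-06 to 0.628 over the alternatives). It was at 32.0 ± 6.33 CPM (SD, n = 7) in WT mice, 57.7 ± 11.3 (SD, n = 4) in KI-96, 54.8 ± 14.2 (SD, n = 4) in KI-571 and 65.1 ± 12.3 (SD, n = 4) in KI-FL mice. Catspere1, annotated as a pseudogene, had a log2 fold change of -5.70, and was at least 26.2-fold lower in KI-96 mice and at least 31.7-fold lower in KI-571 mice than in WT mice, while KI-FL mice ranged from 0 to 134 counts. The log2 fold changes of Gm3788 and Amd2 were -1.89 and -1.57; both have copies with which reads can be shared and are uncertain. Against WT replicates 1 to 4 alone, the log2 fold changes of Kcng1, Catspere1, Gm3788 and Amd2 were 0.73, -5.56, -1.38 and -1.14, and with Xist as a covariate 0.84, -3.60, -1.74 and -1.09; the directions stayed, and none passed the adjusted threshold in either. For each gene most of the log2 fold change stayed in both, with unadjusted p-values of at most 0.00193. The genes were chosen for a small p on mice that these fits share, which makes such p-values too small. The deeper WT libraries can therefore not be excluded. All KI-571 mice had low Xist, and among the WT mice only replicate 1 had high Xist. KI-571 and WT mice differed in mean log2 CPM by 0.77 for Kcng1, -1.57 for Gm3788 and -1.55 for Amd2. These values argue against sex for these genes in KI-571 mice. For Catspere1, at 0 to 2 counts in KI-571 mice and 1 count in WT replicate 1, and for the other KI genotypes, sex cannot be excluded. Reads shared between copies were not tested for Gm3788 and Amd2, and no biological explanation was tested.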

How the results depend on the processing

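Comparisons with WT replicates 1 to 4 alone, with WT replicates 5 to 7 alone and with a robust estimate of the spread were chosen only after the result was seen; all other choices were made before the data were examined.

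At an adjusted p under 0.05, 5, 6 and 36 genes passed in KI-96, KI-571 and KI-FL against WT mice, 10 in all KI against WT mice, and 0, 16 and 1 between KI-96 and KI-FL, KI-571 and KI-FL, and KI-96 and KI-571 mice. In the same order, DESeq2 gave 33, 117, 596, 303, 52, 114 and 36 genes, and no filter on low counts 23, 78, 85, 140, 24, 25 and 35. Each of these lists held all the 5, 6 and 10 genes in KI-96, KI-571 and all KI mice. With at least 10 counts in every mouse, KI-96 gave 0 genes (1235 at an unadjusted p under 0.05), KI-571 3, KI-FL 55, and KI-96 against KI-571 0 (866 unadjusted). With 1 surrogate variable, KI-571 gave 15, KI-FL 8, all KI 25, KI-571 against KI-FL 1, and KI-96 against KI-571 0 (1276 unadjusted). With 2, KI-96 gave 2, KI-571 88, all KI 157, KI-571 against KI-FL 1, and KI-96 against KI-571 0 (1068 unadjusted). With Xist as a covariate, KI-96, KI-FL, all KI, and KI-96 against KI-571 gave 0 (217, 2844, 1537 and 288 unadjusted). At an adjusted p under 0.1 the counts were 11, 29, 265, 124, 9, 28 and 4. With only the groups compared in the model, KI-96 gave 0 (1796 unadjusted), KI-571 55, KI-FL 336, KI-96 against KI-FL 2, and KI-96 against KI-571 9. DESeq2's size factors in edgeR kept every count within 1.5 times. The cause of these changes was not tested.

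Against WT replicates 1 to 4, KI-96, KI-571, KI-FL and all KI mice gave 0 genes (527, 748, 1540 and 817 unadjusted). Against WT replicates 5 to 7, KI-96 gave 28, KI-571 18 and all KI 49. A robust estimate of the spread gave 0 in KI-96 (1356 unadjusted), 3 in KI-571, 62 in KI-FL and 19 in all KI mice, and 0 between KI-96 and KI-571 mice (1006 unadjusted).

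Across the 19 fits that each left out a mouse, the counts ranged from 1 to 10 in KI-96, 0 to 46 in KI-571, 0 to 159 in KI-FL and 3 to 173 in all KI mice, and from 0 to 9, 1 to 21 and 0 to 5 in the direct comparisons. Without KI-FL replicate 4, KI-FL against WT gave 7 genes. The depth limits folds against groups at the floor: with at most 2 counts of Alb in WT mice and of Kdm5d in KI-96 mice, only lower bounds can be given.

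With the replicate number as a block, KI-96, KI-FL, all KI, and KI-96 against KI-571 gave 0 genes (541, 1492, 811 and 805 unadjusted), KI-571 1, KI-96 against KI-FL 1 and KI-571 against KI-FL 9. The numbers do not pair the mice: deviations from the group means had a mean correlation of 0.019 over 24 same-numbered pairs and -0.004 over 108 others, and same-numbered mice are different animals. Paired differences of the striatal score were 0.014 in KI-FL, 0.023 in KI-571 and -0.10 in KI-96 mice (exact sign-flip p = 1, 0.875 and 0.25; 4 pairs cannot reach 0.05). Under the block, the log2 fold changes of Gfap and Rasd2 in KI-96 mice were 0.015 and -0.038, and those of Stub1, Hspa1a, Hspa1b and Hspa8 in KI-571 mice -0.021, 0.36, 0.26 and -0.078, the opposite direction.

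The striatal score of KI-96 mice was 0.054 against WT replicates 5 to 7 and from -0.15 to 0.066 with a mouse left out, and so changed direction; under the other alternatives it stayed below 0, and in KI-571 and KI-FL mice above 0, with no p under 0.05. As means of z scores, chaperone scores were 0.068 in KI-FL against WT and -0.078 in KI-571 against KI-FL mice, and the immediate early score 0.026 in the latter, the opposite direction.

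The fold change correlations of KI-96 with KI-FL, KI-571 with KI-FL and KI-96 with KI-571 were 0.323, 0.278 and 0.329 with all WT mice in both comparisons. With the WT mice divided between the comparisons, the median r was 0.181, 0.143 and 0.126. Over the same divisions, median Spearman's rho was higher, at 0.243 and 0.206 for the first 2 pairs. With at least 10 counts in every mouse, the median r of these 2 pairs was also higher, at 0.277 and 0.302. Dividing only WT replicates 1 to 4 gave medians of 0.059, 0.0521 and 0.00663, and dividing only WT replicates 5 to 7 gave 0.361, 0.322 and 0.344. With a KI mouse left out, the medians over divided WT mice ranged from 0.0965 to 0.232, 0.0757 to 0.213 and 0.0336 to 0.187. Of the top 1000 genes, 79.9% had the same direction in KI-571 mice; with WT replicates 1 to 4 alone, the share of the top 200 was 62.8% in KI-96 and 71% in KI-571 mice. With DESeq2 the mean log10 p was -0.54 for genes that rose in KI-571 mice and -0.83 for genes that fell in KI-FL mice.

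Among single genes, 30 values of named genes changed direction, none of them past the adjusted threshold in the fit of all mice. With 2 surrogate variables, Htt, Hspbp1 and Stub1 in KI-96 mice were at -0.12, 0.12 and 0.038; with Xist as a covariate, Gfap and Stub1 at 0.028 and 0.045. Against WT replicates 1 to 4, Gfap and Rasd2 in KI-96 mice were at 0.024 and -0.029, and Stub1, Hspa1a and Hspa8 in KI-571 mice at -0.025, 0.15 and -0.084; against WT replicates 5 to 7, Stub1 in KI-96 mice was at 0.063. With a mouse left out, Htt, Hspbp1, Gfap and Stub1 in KI-96 mice ranged from -0.091 to 0.16, -0.29 to 0.13, -0.32 to 0.050 and -0.11 to 0.049, and Hspbp1, Stub1 and Hspa8 in KI-571 mice from -0.032 to 0.12, -0.012 to 0.10 and -0.068 to 0.090. Of the other values of named genes, 957 kept direction and side of the threshold, 71 fell short of it and 6 newly passed it. All 6 were Htt in KI-571 mice, with an adjusted p of 0.0106 with DESeq2, 0.0230 with no filter on low counts, 0.00526 with 2 surrogate variables, 0.0282 with only the groups compared, 0.0325 without KI-96 replicate 3, and 0.0959 at the threshold of 0.1.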

Differences from the paper's values

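The tests of Htt with Xist as a covariate and against WT replicates 1 to 4 were chosen only after the result was seen. The paper's text states no value of the RNA sequencing to set beside the values here.

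The paper states that the modules changed in a similar way in all KI mice. Its modules were not used here, and the score of 37 striatal projection neuron genes differed from WT mice by -0.034 in KI-96, 0.089 in KI-571 and 0.079 in KI-FL mice, with exact permutation p-values of 0.830, 0.485 and 0.488. None of the alternatives set before the data were examined brought an exact or fry p-value of these differences under 0.05. The direct comparisons gave 16 genes between KI-571 and KI-FL mice, and 1 gene without KI-FL replicate 4 or with 1 surrogate variable. Among the 16 were the red cell genes Hba-a1, Hbb-bs, Hbb-bt and Alas2. Between KI-96 and KI-571 mice 1 gene passed, the Y-linked Kdm5d, which cannot be told apart from a difference in sex. These counts concern single genes and do not test the paper's modules.

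For the truncated alleles, the paper states that the mutations left mRNA expression of the truncated HTT unaffected (Supplementary Fig. 4). In the striatal libraries, Htt counted over both alleles was lower in KI-571 than in WT mice by a log2 fold change of -0.53 (adjusted p = 0.0959 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation p = 0.00303, and 0.145 after adjustment over the 48 tests of genes that the paper names), and its change in KI-96 mice was 0.059. Over the alternatives that keep all mice or a part of the WT mice, the log2 fold change in KI-571 mice stayed between -0.57 and -0.48. Adjusted p-values ran from 0.00526 with 2 surrogate variables to 0.463 against WT replicates 1 to 4, both from edgeR's quasi-likelihood test. KI-FL mice, whose allele is not truncated, are the closer comparison for the paper's statement. KI-571 mice differed from them by -0.35 in mean log2 CPM (two-sided exact permutation p = 0.0571). KI-FL mice themselves differed from WT mice by -0.18 (exact permutation p = 0.0182, and 0.416 after adjustment over the same 48 tests). A part of the difference from WT mice may thus not come from the truncation.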

Other observations

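The tests of a batch among the WT mice, of the WT replicates behind the correlation, of Htt and of the genes near Htt were chosen only after the result was seen; the tests of other splits, of shared WT mice, of GC content and of length were not.

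The counts of genes against WT were compared with other splits of the same mice that part all same-numbered mice. As many genes were given by 2 of 16 splits in KI-96, 1 of 16 in KI-571 and 1 of 16 in KI-FL mice, the real split included, and with 16 splits the share cannot fall under 0.05. Among 84 other splits for each, as many genes were given by 1, 3 and 0; for KI-FL mice, 0 of these splits also gave as many as the 3099 genes at an unadjusted p under 0.05. For all KI mice against WT mice, 10 genes passed, and 4 of 100 splits drawn from those that part all same-numbered mice gave as many, so that other splits seldom reach this count; the split that exchanged WT replicate 3 and KI-96 replicate 3 gave 251.

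WT replicates 5 to 7 differed from WT replicates 1 to 4. Between them 17 genes passed (1827 of 17769 at an unadjusted p under 0.05), and 1 of the 35 divisions of the WT mice into 3 and 4 gave as many, this division itself; 3 of 35 gave as many at the unadjusted threshold. The 3 mice had 23457270 to 26388542 reads on genes, and the other WT mice 17281603 to 18945441. A batch among the WT libraries is a candidate explanation, a hypothesis from the same data, and no biological explanation was tested, since the labels give the 7 mice the same genotype and age.

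The correlation between the fold changes of KI-96 and KI-FL mice did not come from shared WT mice alone: with the WT mice divided, the median Pearson r across genes was 0.181. Within WT replicates 1 to 4 it was 0.059, and within WT replicates 5 to 7 it was 0.361. A difference between WT replicates 5 to 7 and the other libraries, shared by both KI genotypes, may therefore carry much of the correlation, and the change that the KI genotypes share cannot be told apart from it. The KI mice were not assigned to these batches.

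Htt was lower in all 4 KI-571 mice than in every WT mouse. Sex does not account for it, since with Xist as a covariate the log2 fold change was -0.52 (standard error 0.12, unadjusted p = 0.000225), nor do the deeper WT libraries, since against WT replicates 1 to 4 it was -0.56 (standard error 0.14, unadjusted p = 0.000683). With the choroid plexus score of each mouse as a covariate it was -0.47 (standard error 0.13, unadjusted p = 0.00217), so that RNA from choroid plexus does not account for it fully. A lower level of Htt RNA from the allele truncated in KI-571 mice is a candidate explanation, written as a hypothesis, since it was found and tested on the same data. In KI-96 mice, whose allele is also truncated within the gene, the log2 fold change of Htt was 0.059 (standard error 0.11). In KI-FL mice, whose allele is not truncated, it was -0.18 (standard error 0.11). Between KI-571 and KI-FL mice, mean log2 CPM of Htt differed by -0.35 (two-sided exact permutation p = 0.0571). With a mouse left out, the KI-96 value ran from -0.091 without KI-96 replicate 3 to 0.16 without KI-96 replicate 4. No such fit gave a fall as large as in KI-571 mice. Because its direction turned on a single mouse, the KI-96 value cannot decide whether truncation within the gene lowers Htt by less. The adjusted p of Htt in KI-571 mice over all genes was 0.0959 in the fit of all mice. It passed 0.05 under some alternatives, such as DESeq2 (0.0106), and not under others.

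If a segment from the strain of the original knock-in lay around Htt, genes near it would be frequent among the changed ones. Of the 100 genes with the smallest p in all KI mice against WT mice, 2 lay within 20 Mb of Htt, 2% against 1.75% of the other genes (Fisher's exact test, p = 0.696). Genes near Htt were thus not more frequent. The 2 genes were Ost4 and Gm6560, with log2 fold changes of 1.21 and 1.08. Ost4 also passed in KI-FL against WT mice (1.67, adjusted p = 0.0443 from edgeR's quasi-likelihood test). With so few genes near Htt, the test cannot exclude such a segment. The log2 fold changes of KI-FL against WT mice had a Spearman rho across genes of 0.136 with GC content and 0.0526 with gene length, over 99.9% of the tested genes. Both are too weak to account for most of the fold changes. No correction for GC content or length was run, so that a smaller part cannot be excluded.

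Among the 54 tests of gene set scores the lowest adjusted exact p was 0.257, and none passed. Apart from the Y-linked genes, 4 differences had an unadjusted exact p under 0.05. The choroid plexus score was higher by 2.33 in KI-571 than in WT mice, with 3 of 4 KI-571 mice above the WT mean (exact permutation p = 0.0394). In KI-FL against WT mice the astrocyte score differed by -0.34 (exact p = 0.0273) and the oligodendrocyte score by -0.34 (exact p = 0.0212), with 0 of 4 KI-FL mice above the WT mean for either. The astrocyte score was higher by 0.37 in KI-571 than in KI-FL mice, and 4 of 4 KI-571 mice lay above every KI-FL mouse (exact p = 0.0286). Clustered protocadherins, whose reads can be shared between members and which are uncertain, were higher by 0.35 in KI-96 and by 0.27 in KI-FL mice (exact p = 0.0515 each), with 54 and 46 of 55 genes higher, against 26 in KI-571 mice.

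The paper examines HspBP1, a regulator of Hsp70, at the protein level in other experiments, and states from RT-PCR that its mRNA is at similar levels across brain regions (Supplementary Fig. 12); other regions were not analysed here. In the striatal libraries, Hspbp1 was at 54.9 ± 5.85 CPM (SD, n = 7) in WT, 52.2 ± 18.3 (SD, n = 4) in KI-96, 56.8 ± 9.59 (SD, n = 4) in KI-571 and 63.1 ± 10.3 (SD, n = 4) in KI-FL mice. Its largest log2 fold change against WT mice was 0.20, in KI-FL mice (adjusted p = 0.550 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By staining, the paper reports more Gfap signal in the striatum of KI-571 and KI-FL mice than of WT mice. Gfap RNA is a different measure from stained protein. Its log2 fold change lay in the opposite direction, at -0.51 in KI-FL mice (adjusted p = 0.213 from the same edgeR test). In KI-571 mice it was -0.15 (adjusted p = 0.958 from the same edgeR test), and neither passed. Stub1, which encodes CHIP, changed by 0.10 in KI-FL mice (adjusted p = 0.657), Rasd2, which encodes Rhes, by 0.33 (adjusted p = 0.311) and Hspa8 by 0.21 (adjusted p = 0.418). Hspa1a and Hspa1b, whose reads can be shared and are uncertain, changed by -1.37 (adjusted p = 0.321) and -1.86 (adjusted p = 0.263) in KI-FL mice.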
